# Transcriptomic analysis of bovine endometrial epithelial cells in response to interferon tau and hormone stimulation

**DOI:** 10.3389/fvets.2024.1344259

**Published:** 2024-02-02

**Authors:** Jie Yu, Chenhui Liu, Hongbo Chen, Min Xiang, Xiuzhong Hu, Zhuxia Zhong, Qing Liu, Dingfa Wang, Lei Cheng

**Keywords:** bovine, early pregnancy, endometrial epithelial cells, interferon tau, transcriptomic profiling

## Abstract

The embryonic loss during early stage of gestation is one of the major causes of infertility for domestic ruminants, causing huge economic losses to pasture. Maternal recognition of pregnancy and implantation are the crucial process for determining the successful establishment and development of pregnancy in cattle. The research on molecular mechanisms of pregnancy recognition will facilitate illustrating the complex process of pregnancy establishment and help to improve pregnancy outcomes. In this study, we performed transcriptomic analysis of primary bovine endometrial epithelial cells (BEND) with or without IFNT and hormones intervention through RNA sequencing. We eventually identified 608 differentially expressed genes (DEGs) including 409 up-regulated genes and 199 down-regulated genes in IFNT and hormones-treated group compared with control group. Gene Ontology (GO) enrichment analysis demonstrated that the majority of DEGs were implicated in immune system process, response to external stimulus, response to cytokine, regulation of response to stress. Results from KEGG analysis showed a significant enrichment of NOD-like receptor signaling pathway, antigen processing and presentation, necroptosis, oxidative phosphorylation, RIG-I-like receptor signaling pathway. Additionally, a set of promising candidate genes, including (*USP18*, *STAT1*, *PSMB8*, *IFIH1*, *MX2*, *IFI44*, *DHX58*, *CASP8*, *DRAM1*, *CXCR4*), were characterized by constructing an integrated interaction network. Specifically, the mRNA expression of *HOXA11*, *PTGS1* and *PTGS2* were remarkably suppressed by silencing *DRAM1* under IFNT and hormone administration, thus speculating that *DRAM1* might play a crucial role in early pregnancy by regulating endometrial function. The results of this study depicted a relatively comprehensive transcriptional profiles of BEND in response to IFNT and hormones, which contributes to a better understanding of gene interaction network and underlying regulatory mechanisms in endometrium of ruminants during early pregnancy.

## 1 Introduction

Reproductive performance is a key determinant affecting the economic benefits of pasture. Pregnancy failure will retard the reproductive cycles, increase feeding costs and cause enormous economic losses in the livestock sector. In domestic ruminants, the establishment of pregnancy involves multiple physiological and biochemical processes, including pregnancy recognition, embryo implantation and placentation. It is well known that the fertilization rate in ruminants is considerably higher than pregnancy rate due to the vast majority of pregnancy loss occurring during the peri-implantation period, which encompasses the maternal recognition of pregnancy process ranging from days 16 to 25, contributing to approximately 30–35% embryo loss in cattle (1–4). Maternal pregnancy recognition (MRP) is a physiological process whereby the embryo signals its presence to maternal system, thus preventing the regression of corpus luteum (CL), prolonging the lifespan of CL and secreting progesterone (P_4_) continuously (5, 6). Therefore, the moderate communication between conceptus and maternal uterus is crucial for the establishment and maintenance of pregnancy.

With regard to the establishment of pregnancy in ruminants, endometrial epithelium requires the coordinated orchestration of conceptus-derived interferon-tau (IFNT), and maternally derived estradiol (E_2_) and P_4_ (7–9). IFNT is the primary signal of pregnancy recognition, exclusively secreted by mononuclear cells of conceptus trophectoderm during the early gestation period in ruminant species (10). Accompanied by the progression of pregnancy, IFNT is expressed from days 10 to days 21–25 with maximal peaks on days 17–20 in cattle, which acts on the endometrium through a paracrine manner and causes changes of prostaglandin secretion patterns during pregnancy recognition (11). The expression of estrogen receptor (ESR1) and oxytocin receptor (OXTR) are suppressed by IFNT in endometrial epithelial cells, thereby preventing the luteolytic pulses of prostaglandin F_2α_ (PGF_2α_) from uterus (12). Moreover, P_4_ can inhibit the expression of ESR1 by binding to progesterone receptor (PR), subsequently downregulating OXTR in endometrial luminal and superficial glandular epithelial cells (13). The combinatorial and sequential action of P_4_ and IFNT ultimately restrains the expression of ESR1 and OXTR in endometrium, which inhibits the release of PGF_2α_ and prevents luteolysis. IFNT can also significantly increase the secretion of PGE_2_ in endometrial stromal cells to prohibit luteolysis and maintain pregnancy (14). In addition, various available evidences indicated that IFNT regulate the expression of numerous P_4_-induced genes implicated in embryonic development, implantation, uterine receptivity and immune tolerance (15–18). The expression of several classical interferon stimulated genes (ISGs) in endometrium such as *ISG15*, *RSAD2* and *OAS1* can be upregulated by IFNT through the JAK–STAT-IRF signaling pathway, that play an essential role in modulating conceptus elongation, implantation and immunity during pregnancy (19). IFNT also signal via MAPK, PI3K signaling pathway independent of STAT1 to regulate the expression of multiple non-canonical ISGs including *WNT7A*, *CST3*, *HIF2A* associated with endometrium-secreted cytokines that promote the proliferation and migration of trophectoderm cells (20). During the peri-implantation period of pregnancy, the nutrients in uterine histotroph are required for embryonic survival, development and adhesion. The expression of glucose transporters *SLC2A1*, *SLC5A1* and *SLC5A11*, as well as amino acid transporters *SLC7A1* and *SLC7A2* are remarkably enhanced in endometrial luminal and superficial glandular epithelium of ewes from days 10 to 20 of pregnancy under the stimulation of P_4_ and IFNT, which functions prominently for conceptus growth and elongation (21, 22). A recent study revealed that the expression of *CASP7*, *CASP8*, *CASP4* and *NLRP3* in uterus from 18-day gestation cattle are dramatically higher than that of non-pregnant uterus, and IFNT also stimulates the expression of *CASP8* and *CASP11* in endometrial epithelial cells (23), the apoptosis and pyroptosis-related genes are speculated to involve in IFNT-induced pregnancy recognition and embryo implantation. While plenty of genes have been identified during peri-implantation period in ruminants, the gene-interaction network and underlying molecular mechanisms regulating MRP remain intricate, which need to be further elucidated. Herein, RNA-seq was applied to dissect the changes of gene expression profile in bovine endometrial epithelial cells (BEND) under the combinatory treatment of IFNT, P_4_ and E_2_, the regulatory network during MRP was uncovered by metabolic pathway analysis, that provides a reference for clarifying the molecular mechanisms of MRP in cattle.

## 2 Materials and methods

### 2.1 Bovine endometrial epithelial cell isolation and primary culture

Fresh and healthy uteri without endometritis from Holstein cows were acquired from a surrounding abattoir (Wuhan, China). The health and estimated estrous cycle of bovine were objectively confirmed by individual records of well-being and examination of veterinary surgeon from Wuhan Academy of Agricultural Sciences. This experimental processes were approved by the Institutional Animal Use Committee of Institute of Animal Science and Veterinary Medicine, Wuhan Academy of Agricultural Sciences.

Primary bovine endometrial epithelial cells were isolated and cultured in accordance with protocols previously described with some minor changes (24, 25). The uteri were eviscerated within 30 min after exsanguination, and immediately rinsed 3 times with ice-cold PBS to remove residual blood and dirt on the surface. After be immersed in sterile PBS, the uteri were kept on ice and transported to the laboratory within 1 h. The endometrium tissue was dissected into strips, which were placed in serum-free DMEM/F12 (Gibco, United States) supplemented with 50 U/L penicillin, 50 μg/mL streptomycin (Gibco, United States), 50 μg/mL gentamycin (Sangon Biotech, Shanghai, China) under sterile conditions. Then, the strips were cut into about 1mm^3^ pieces and washed 3 times with sterile PBS. Tissue pieces were digested with PBS containing 0.1% collagenase I (Sigma, United Kingdom) and incubated in a constant-temperature shaker at 80 r/min for 1 h at 37°C. The suspension was filtered with a 40 μm mesh, the filtrate was centrifuged to remove the supernatant at 1000 r/min for 10 min at room temperature, and resuspended in DMEM/F12 supplemented with 10% FBS (Gibco, United States). After washing five times, the cell pellets were resuspended with complete culture medium composed of 90% DMEM/F12, 10% FBS, 50 U/L penicillin and 50 μg/mL streptomycin, and dispersed into single cell suspension. Cells were seeded into a 10 cm culture dish which was kept in a water-jacked incubator at 37°C with 5% CO_2_. The medium was changed every 48 h. Subculturing was conducted when the cells reached approximately 80–90% confluence. Cell morphology was recorded and photographed under an inverted microscope.

The endometrial epithelial cells were purified by differential attachment method following three to five passages. Then, the purity of epithelial cell culture was confirmed by immunofluorescence detection of cytokeratin 18. Briefly, the primary endometrial epithelial cells were plated on glass coverslips in six-well culture dishes. The cells were fixed in 4% paraformaldehyde for 15 min after reaching 50–60% confluence, and permeabilized with 0.5% Triton X-100 (prepared in PBS) for 20 min at room temperature. Non-specific binding was blocked by pre-treating the cells with 3% BSA (Sigma, United States) for 30 min at room temperature. Subsequently, the cells were incubated with primary antibody CK-18 (Servicebio, Wuhan, China) at 4°C overnight, followed by incubation with the secondary fluorescently-labeled Cy3 antibody (Servicebio, Wuhan, China) for 1 h at room temperature, after which the cells were washed three times in PBS. The nuclei were counterstained with DAPI (Thermo, United States). Fluorescent images were obtained using a laser scanning confocal microscope (NIKON Eclipse Ti, Tokyo, Japan).

### 2.2 Cell treatment

As shown in Figure 1A, the BEND at logarithmic growth stage were inoculated in 6 cm dishes and cultured with DMEM/F12 containing 10% FBS and 1% penicillin–streptomycin in humidified atmosphere with 5% CO_2_ at 37°C. Once reaching 50–60% confluence, the cells were divided into three groups of three replicates and rinsed with PBS. For the groups specified for E_2_, P_4_ and IFNT treatment, the medium were replaced by fresh complete culture medium supplemented with E_2_ (10^−9^ M, Sigma) and P_4_ (10^−7^ M, Sigma, United States), and continued culturing for 12 h. Subsequently, the cells were treated with IFNT (100 ng/mL, Cell sicences, United States) for an additional 12 h.

**Figure 1:**
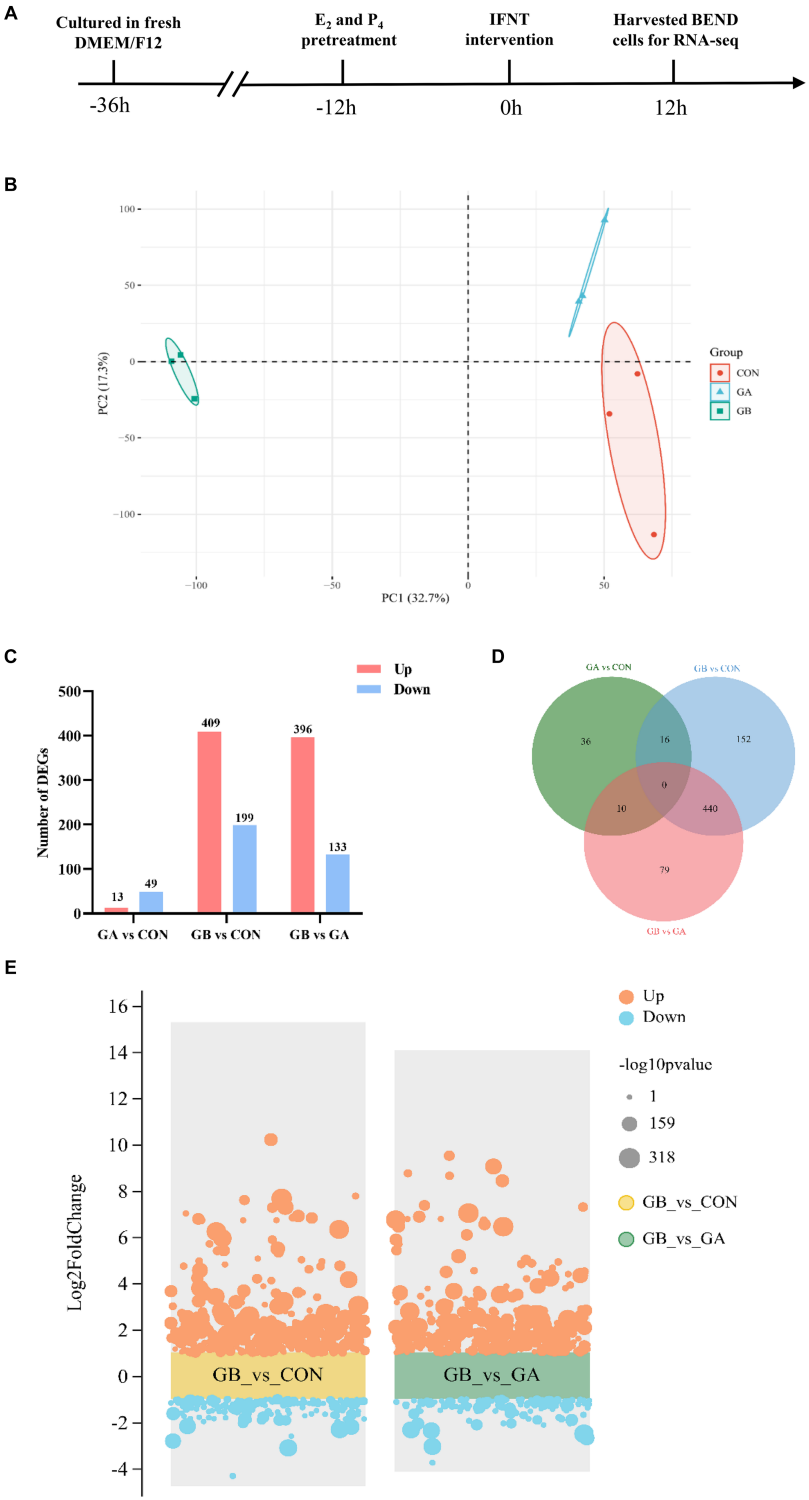
Identification of differentially expressed genes. **(A)** The workflow of sample preparation for sequencing; **(B)** PCA analysis of the expressed transcripts. The *X*-axis is the first principal component, and the *Y*-axis is the second principal component. Different shapes and colors represent different groups; **(C)** Statistical analysis of DEGs in GA vs. CON, GB vs. CON, GB vs. GA groups; **(D)** Venn diagram of the number of common DEGs in GA vs. CON, GB vs. CON, GB vs. GA groups; **(E)** Volcano plot of DEGs identified in GB vs. CON, GB vs. GA groups. The orange and blue dots represent up- and down-regulated genes, respectively. The dots size indicates the corresponding -log10*p* value, a larger dot represents a smaller *P* value.

### 2.3 RNA extraction and quality assessment

Total RNA extraction from BEND were performed with TRIzol reagent (Invitrogen, United States), and genomic DNA was removed using DNase I (Invitrogen, USA) according to the manufacturer’s instructions (HiPure Universal RNA Mini Kit, Magen). RNA degradation and contamination were monitored on 1% agarose gels. The quantity and purity of RNA was measured using Qubit 3.0 (Thermo Fisher Scientific, MA, United States) and Nanodrop One (Thermo Fisher Scientific, MA, USA). RNA integrity was accurately assessed using the Agilent 2,100 system (Agilent Technologies, Waldbron, Germany).

### 2.4 Library preparation and sequencing

The mRNAseq library was generated using the ALFA-SEQ Directional RNaLib Prep Kit following the manufacturer’s recommendations. In brief, mRNA was purified from total RNA using poly-T oligo-attached magnetic beads. Fragmentation was performed using RT Buffer interruption within the ALFA-SEQ Directional RNaLib Prep Kit. First-strand cDNA was synthesized using random hexamer primers and M-MuLV reverse transcriptase (RNase H), followed by second-strand cDNA synthesis using DNA polymerase I and RNase H. The remaining overhangs were converted into blunt ends by exonuclease/polymerase activity. After adenylation of the 3′ end of the DNA fragments, X-Fold diluted VAHTS Adapter-S with a hairpin loop structure were ligated to prepare for hybridization. To preferentially select cDNA fragments of 150–200 bp in length, these library fragments were selected by AMPure XP beads (GE Sera-Mag Magnetic Speed-beads carboxyl-modified). Then, PCR was performed with 2× PfuMax HiFi PCR ProMix (EnzyValley), primers with index VAHTS Multiplex Oligos Set 4 for Illumina. Finally, AMPure XP beads (GE Sera-Mag Magnetic Speed-beads carboxyl-modified) was used to purify the PCR products, and the library insert sizes were evaluated on the Qsep400 high-throughput nucleic acid protein analysis system (Houze Biotechnology Co., Ltd., Hangzhou, China). The clustering of the index-coded samples was performed on a cBot Cluster Generation System. After cluster generation, the library preparations were sequenced on an Illumina Hiseq 2,500 platform and 150 bp paired-end reads were generated. The sequencing data generated in this study were deposited in the NCBI GEO database (accession number GSE253481).

### 2.5 Data quality control and reference genome alignment

Use fastp (v0.21.0) (https://github.com/OpenGene/fastp) to process the raw data in fastq format to obtain clean data (clean reads). Clean reads were mapped to the NCBI Rfam database, and rRNA sequences were removed by Bowtie2 (v2.33) (https://github.com/BenLangmead/bowtie2). The reference genome (ARS-UCD1.2) and annotation files were downloaded directly from the genome website. The sequences after ribosome removal were aligned to the reference genome by Hisat2 (v2.2.1) software (https://github.com/ infphilo/ hisat2).

### 2.6 Differential expression analysis

RSEM (v1.3.3) (https://github.com/deweylab/RSEM) was applied to obtain the read counts for each gene. Fragments per kilobase of exon per million mapped reads (FPKM) of genes in each sample were calculated to estimate gene expression levels. Differentially expressed genes between two groups (three biological replicates per group) were screened with DESeq2 package (v1.34.0) (http://www.bioconductor.org/packages/release/bioc/html/DESeq2.html). The resulting *p*-values were adjusted using the Benjamini-Hochberg method for controlling the false discover rate (FDR). |log2 (Fold Change)| > 1 and FDR < 0.05 were set as thresholds for significantly differential expressed genes (DEGs). These genes were used for subsequent bioinformatic analysis.

### 2.7 GO and KEGG enrichment analyses of differentially expressed genes

The function annotation of DEGs, including cellular component (CC), molecular function (MF) and biological process (BP), were analyzed using Gene Ontology (GO) database (http://www.geneontology.org). Kyoto Encyclopedia of Genes and Genomes (KEGG) database (http://www.genome.jp/kegg/) was engaged to systematically analyze the biochemical metabolic and signal transduction pathways in which the DEGs are involved. GO and KEGG enrichment analysis of DEGs were performed using the clusterProfiler (v4.2.2) (http://www.Bioconductor.org/packages/release/bioc/html/clusterProfiler.html) for function and signaling pathway annotation. GO terms and KEGG pathways with FDR < 0.05 were considered significantly enriched for DEGs.

### 2.8 PPI network analysis

A Protein–protein interaction (PPI) network was constructed for DEGs, based on the STRING database (http://string-db.org). The constructed networks were based on known interactions in the selected reference species (cow) with a combined interaction score above 0.4 as selection threshold. Cytoscape software (version 3.10.1) was applied to visualize the PPI networks.

### 2.9 qRT-PCR

The expression profiles of selected DEGs were validated to confirm the repeatability and reproducibility of gene expression data obtained by RNA sequencing, which were accomplished by SYBR Green-based qRT-PCR using specific primers designed by an online tool (https://primer3.ut.ee/) and a subset of samples from those utilized for RNA sequencing. 1 μg of RNA was reverse transcribed into cDNA, using a reverse transcription kit (with gDNA wiper, Vazyme, China) following the manufacturer’s instructions. The relative expression level of genes were determined by qRT-PCR using the AceQ qPCR SYBR Green Master Mix (Vazyme, China) with the following program: pre-degeneration at 95°C for 5 min, 40 cycles of degeneration at 95°C for 10s and annealing at 60°C for 30s. Data acquisition and analysis were performed on a CFX96 Connect real-time PCR detection system using CFX manager software (Bio-Rad, United States). The sequences of primers synthesized by Tsingke Biotechnology Co., Ltd. (China) are listed in Supplementary Table S1. Relative mRNA expression levels of target genes were normalized against the relative quantity of *ACTB* mRNA, which was based on threshold cycle (Ct) values using a comparative 2^-△△^Ct method. qRT-PCR was carried out in three biological replicates.

### 2.10 RNA interference

RNA interference of *DRAM1* was executed using small interfering RNA (siRNA). BEND was transiently transfected with control siRNA or siRNA-DRAM1 by Lipofectamine 3,000 (Invitrogen, United States) according to the manufacturer’s manual. The sequence of siRNA- DRAM1 was sub5’-UCCUGCAAUCCGUCAUCUCUUdTdT-3′. qPCR was employed to detect the knockdown efficiency of *DRAM1* in BEND.

### 2.11 Statistical analysis

Experimental data are presented as mean ± standard deviation (SD). All data were representative for one of three independently repeated experiments. The statistical analyses were carried out by GraphPad Prism software 8.0 (GraphPad Prism Software Inc., CA, United States). Unpaired two-tailed t test (Student’s *t*-test) was devoted to make comparisons between two independent groups. For comparison of statistical differences among multiple groups (>2), one-way analysis of variance (one-way ANOVA) with multiple comparisons tested by Tukey’s *post hoc* test was performed. *p* < 0.05 was considered statistically significant.

## 3 Results

### 3.1 Identification of differentially expressed genes

The identification of primary BEND was performed by immunofluorescence, which showed that the epithelial-specific marker cytokeratin is positive in primary BEND (Supplementary Figure S1). The flow schema of sample preparation for sequencing is shown in Figure 1A. Triplicate mRNAseq libraries from three groups of BEND, which includes cells of control group (CON), cells treated with E_2_ and P_4_ (GA), cells treated with E_2_, P_4_ and IFNT (GB), were generated and sequenced to yield 65.15Gb of data. 

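BEND are cells grown from the lining of the bovine uterus, which the paper describes as epithelial, and IFNT is the type I interferon that the ruminant conceptus secretes around the time of maternal recognition of pregnancy. The 9 libraries were 3 replicates of each of 3 groups. The paper calls the replicates biological and describes dishes divided into groups, without saying whether they came from separate animals. Each SD, SE and p-value given here may therefore measure only the spread between dishes of the same culture. GA cells were treated with 1 nM E_2_ and 100 nM P_4_, for 12 h as the methods are read here. GB cells received the same hormone treatment for 12 h and then 100 ng/mL IFNT for a further 12 h, and CON cells received neither. The sources used here do not say separately when CON and GA cells were collected, so the comparisons with GB can also hold a difference in culture time, and GB vs. GA a difference in the time of hormone exposure. The authors purified mRNA with poly-T beads, made directional libraries, removed rRNA reads, aligned the rest to the bovine genome with Hisat2 and obtained read counts per gene with RSEM. The annotation release, and whether strand was used in the counting, are not given in the sources used here. The values used here are the authors' FPKM (fragments per kilobase of exon, scaled to the mapped reads of the library) of each gene in each library, given to 2 decimals, so that the lowest values are listed as 0. No further scaling was applied. The FPKM values of a library summed to between 1395622 and 1442723, with medians of 1397433 in CON, 1441072 in GA and 1413465 in GB. Depth comes from the paper's Supplementary Table S2, which gives 19229181 to 23352703 clean read pairs per library, with medians of 20716230.0 in CON, 21972974 in GA and 21828543 in GB. Differences between groups were tested on log2(FPKM + 0.5) with limma, in a single fit over the 9 libraries that pools the spread of the 3 groups. The fit covered the 12578 genes with a mean FPKM of at least 0.5. As in the paper, a DEG was a gene with |log2FC| above 1 and a Benjamini-Hochberg adjusted p under 0.05. A log2FC on this scale understates the change of genes of low FPKM. The paper's DESeq2 test ran on read counts, and the FPKM values do not allow that step to be repeated. With 3 libraries against 3, an exact permutation test of a single gene cannot give a p under 0.1, so the p-values come from limma. The pseudocount, the filter on low values and the scaling between libraries are choices that can move the numbers.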

After filtering the sequencing adapter sequence and low-quality reads, a total of 62,289,909, 67,196,670, 63,332,621 clean reads with >93.67% of Q30 and exceeding 51.74% of the GC content were acquired from CON, GA and GB group, respectively, that were used for the succedent analyses. The mean value of clean reads ratio was 88.66, 88.25 and 89.55% for the CON, GA and GB group, respectively (Supplementary Table S2). Approximately 98.18–98.38% of clean reads were mapped to the reference genome after removal of reads aligned with rRNA (Supplementary Table S3). Unmapped reads (1.62–1.82%) were excluded from further analyses. Accordingly, 17,162 mRNA transcripts were detected in the 9 samples. 

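All 17162 genes of the FPKM table were above 0 in at least 1 library, and 13012 were above 0 in each of the 9. Single libraries had between 14452 and 14893 genes above 0. The number falls with the threshold, since 16276 genes reached an FPKM of 0.1 in at least 1 library and 12669 reached 1. The mean FPKM over the 9 libraries was under 0.5 for 4584 genes, which were left out of the tests. A gene symbol beginning with LOC was carried by 1761 of the genes in the table.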

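Across the 12578 tested genes, Pearson's r of log2(FPKM + 0.5) between libraries of the same group was 0.989 to 0.991 in CON, 0.990 to 0.991 in GA and 0.989 to 0.991 in GB. Between groups it was 0.986 to 0.990 for CON with GA, a range that overlaps those within CON and within GB. Its highest value, 0.9902, lay just below the lowest within GA, 0.9904. Pearson's r was 0.955 to 0.958 for CON with GB and 0.957 to 0.959 for GA with GB, below every value within a group. In a principal component analysis of the 17162 genes, each scaled to unit variance, the PC1 scores were −99.2 ± 4.00 (SD, n = 3) in GB, 57.5 ± 7.82 in CON and 41.8 ± 4.77 in GA. PC1 thus set GB apart from CON and GA. On PC2 the scores were 48.8 ± 51.9 (SD, n = 3) in CON, −55.0 ± 27.9 in GA and 6.23 ± 14.7 in GB, and the spread within CON was as wide as the distance of its mean from 0. Leaving the genes unscaled moved the shares of variance most, to 57.6% on PC1 and 8.74% on PC2.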

Principal component analysis (PCA) which clusters similar samples together and accounts for the origin of variance in data was performed with two elements: PC1 (32.7%) and PC2 (17.3%), indicating high similarity between samples in the group (Figure 1B). All these results demonstrated the reliability of RNA sequencing data, that could be used in further analyses.

The differential gene expression profile between groups was determined with DESeq. 

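With limma, GB vs. CON had 504 DEGs, 370 higher and 134 lower in GB. GB vs. GA had 458 DEGs, 335 higher and 123 lower in GB. GA vs. CON had 9 DEGs, 4 higher and 5 lower in GA. Without the fold-change threshold, 4212, 3651 and 57 genes had an adjusted p under 0.05 in the same 3 comparisons. The last of these counts moved much with 1 library left out, to 7 without CON1, 25 without CON2, 13 without GA1, 13 without GA2, 11 without GA3 and 24 without GB1. It was 38 without GB2, and rose to 71 without GB3 and 79 without CON3. With library GC content as a covariate, chosen after seeing the data, the count in GB vs. CON was 1472, and 514 with the replicate block added. Among the alternatives chosen in advance, the pseudocount moved the numbers of DEGs in GB vs. CON and GB vs. GA most, to 572 and 524 with a pseudocount of 0.1 and to 439 and 397 with 1. The median standard error of the log2FC was 0.14 over the DEGs of GB vs. CON and 0.13 over those of GB vs. GA.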

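The 4 genes called higher in GA than in CON were GREB1, NTS, PTX3 and TMCO2. GREB1 rose from 0.193 ± 0.162 FPKM (SD, n = 3) in CON to 2.26 ± 0.163 in GA, a log2FC of 2.02 (SE 0.19, adjusted p = 0.00639, limma with Benjamini-Hochberg adjustment). NTS rose from 62.0 ± 13.0 to 149.7 ± 20.0 FPKM, with a log2FC of 1.28 (SE 0.16). PTX3 rose from 0.260 ± 0.0529 to 1.07 ± 0.0924 FPKM. The 5 genes called lower were LEAP2, CCL4, TEX48, IFITM2 and LOC107132175. LEAP2 was listed at 2.37, 2.44 and 2.09 FPKM in the CON libraries and at 0 in every GA and GB library, and CCL4 at 1.61, 1.67 and 1.56 FPKM in CON and at 0 in every GA and GB library. TEX48 was at 0 in the 3 GA libraries and TMCO2 at 0 in the 3 CON libraries. These 4 genes may rest on few reads, since each was at 0 in at least 1 library and its highest value was under 10 times its lowest value above 0. IFITM2, which shares sequence with other genes of its family, was at 2.25, 2.24 and 1.52 FPKM in CON and at 0, 0.750 and 0 in GA. With each of the 9 libraries left out in turn, GREB1 and LEAP2 stayed called every time and the other 7 did not. CCL4 was lost without CON1 (adjusted p = 0.0508, limma with Benjamini-Hochberg adjustment), and NTS without CON1, GA2 or GA3. PTX3 was lost whichever library was left out (adjusted p 0.0508 to 0.138, same test), IFITM2 without any but GA2, LOC107132175 without any but CON3 or GB3, and TMCO2 and TEX48 without CON1, CON2, GB1 or any GA library. The number of GA vs. CON genes also moved with the scaling between libraries, to 4 higher and 8 lower with median-of-ratios factors and 3 higher and 6 lower after quantile normalization. With the GC content of each library's reads as a covariate, an alternative chosen after seeing the data, limma called 0 genes in GA vs. CON, and 984 genes had an unadjusted p under 0.05.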

A total of 608 DEGs were identified in GB group compared to the CON group, among which 409 genes were upregulated and 199 genes were downregulated; 529 DEGs composed of 396 upregulated genes and 133 downregulated genes were identified in GB group compared to the GA group; 62 DEGs containing 13 upregulated genes and 49 downregulated genes were detected in GA group compared to the CON group (Figure 1C). In addition, a venn diagram of DEGs in three comparison groups was plotted, which showed that 440 genes are co-differentially expressed in both comparison groups (GB vs. CON, GB vs. GA) (Figure 1D). 

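Of the genes called by limma, 376 were DEGs in the same direction in GB vs. CON and in GB vs. GA, 300 higher and 76 lower in GB, and 0 were called in opposite directions. A further 128 genes were DEGs only in GB vs. CON, and 124 of them had the same sign in GB vs. GA. Another 82 were DEGs only in GB vs. GA, and 76 of them had the same sign in GB vs. CON. Of the 9 GA vs. CON genes, 7 were also DEGs in GB vs. CON and 2 in GB vs. GA. The 2 comparisons share the GB libraries, so some overlap arises without any effect. In 100 simulations of unchanged groups that share 3 libraries in this way, the number of shared genes was 0 to 1. With no gene changed and genes drawn independently, few genes can be called in either comparison. These simulations therefore cannot tell how much of the overlap the shared libraries add where GB does differ. The same simulations gave a correlation of the 2 log2FC across genes of 0.504 (range 0.454 to 0.553), against 0.931 in the data, where genes are not independent replicates. The share of genes with the same sign in both comparisons was 80.1% in the data and 65.9% to 68.1% in the simulations.

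**Figure D1:**
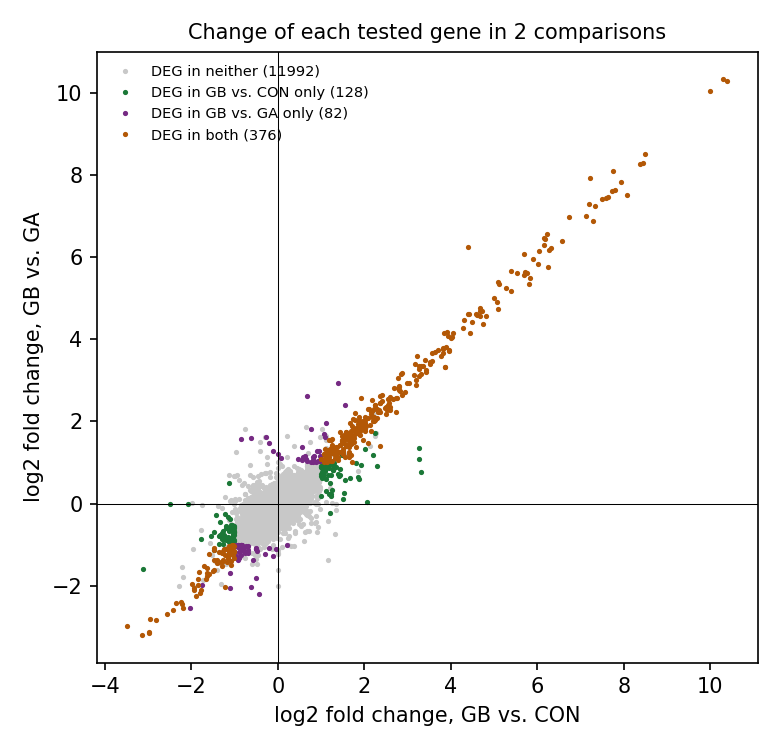
Change of each of the 12578 tested genes, with the log2FC of GB vs. CON on the horizontal axis and that of GB vs. GA on the vertical axis, both on the log2(FPKM + 0.5) scale. Each point is a gene, coloured by whether it was called in neither comparison (11992 genes), only in GB vs. CON (128), only in GB vs. GA (82) or in both (376), and the genes called in both lie near the line of equal change.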

The volcano plot was constructed to visualize the distribution and fold change of these DEGs identified in GB vs. CON and GB vs. GA (Figure 1E) groups.

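On the log2(FPKM + 0.5) scale the largest rises among the DEGs, both in GB vs. CON and in GB vs. GA, were those of MX2, ISG15, RSAD2, IFIT2 and IFI44L. The order depends on the pseudocount, because most of these genes are near 0 without IFNT, and with a pseudocount of 0.1 IFI44 came before IFIT2 and IFI44L in GB vs. GA. For each of the 5 the 3 GB libraries lay above all other libraries. MX2 rose from 0.0633 ± 0.0231 FPKM (SD, n = 3) in CON to 757 ± 4.33 in GB, a log2FC of 10.39 (SE 0.079, adjusted p = 3.0e-12, limma with Benjamini-Hochberg adjustment). ISG15 was the most abundant of the 5, at 5582 ± 41.8 FPKM in GB. IFIT2 was listed at 0, 0.240 and 0.230 FPKM in the CON libraries and at 228, 239 and 229 in the GB libraries. IFI44L was listed at 0 in all 3 CON libraries and at 163, 176 and 182 FPKM in GB, and no fold is given for it against CON. On the same scale the falls were smaller. In GB vs. CON they were largest for SMIM10, ND4L, GNG4, ND4 and CYTB, and in GB vs. GA for ND4L, CYTB, ND4, SMIM10 and ND3. ND4L fell from 2959 ± 233 FPKM in CON to 337 ± 17.3 in GB, a log2FC of −3.13 (SE 0.068, adjusted p = 1.1e-09, limma with Benjamini-Hochberg adjustment), and its log2FC in GB vs. GA was −3.20. SMIM10 and GNG4 may rest on few reads. SMIM10 was at 5.87, 17.7 and 9.91 FPKM in CON and 0, 2.96 and 0 in GB, and GNG4 was at 5.01, 5.02 and 2.14 in CON and at 0 in all 3 GB libraries. With the GC content of each library's reads as a covariate, chosen after seeing the data, SMIM10 and GNG4 were no longer called in GB vs. CON (adjusted p = 0.333 and 0.397, limma with Benjamini-Hochberg adjustment). A log2FC above 3 was found for 100 DEGs and one below −3 for 3 in GB vs. CON, and for 98 and 3 in GB vs. GA. Genes of few reads made up 34 of the DEGs in GB vs. CON, 15 of them higher and 19 lower in GB.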

### 3.2 Cluster analysis of differentially expressed genes

The hierarchical cluster analysis of DEGs was applicated to identify the expression level of genes with high correlation among samples. Heatmaps depicting the DEGs of GB vs. CON, GB vs. GA groups are shown in Figures 2A,B, respectively. Meanwhile, we plotted a heatmap of 440 DEGs that were commonly present in both comparison groups, which revealed that most of the DEGs exhibit similar differential expression trends and patterns among samples (Figure 2C).

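For the genes called in both GB comparisons, the median absolute difference between the 2 log2FC of a gene was 0.12. The genes were chosen for being called in both, and both comparisons use the same GB libraries, so a small difference is partly built in. For 363 of these genes the log2FC of GA vs. CON was under 0.5 in size. Of all the genes called in both, 1, IFITM2, was called in GA vs. CON, a call that is lost without most single libraries. The median log2FC of GA vs. CON was 0.042 over those higher in GB and 0.066 over those lower in GB. Across single libraries left out, the number of genes called in both comparisons stayed between 362 and 383.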

**Figure 2:**
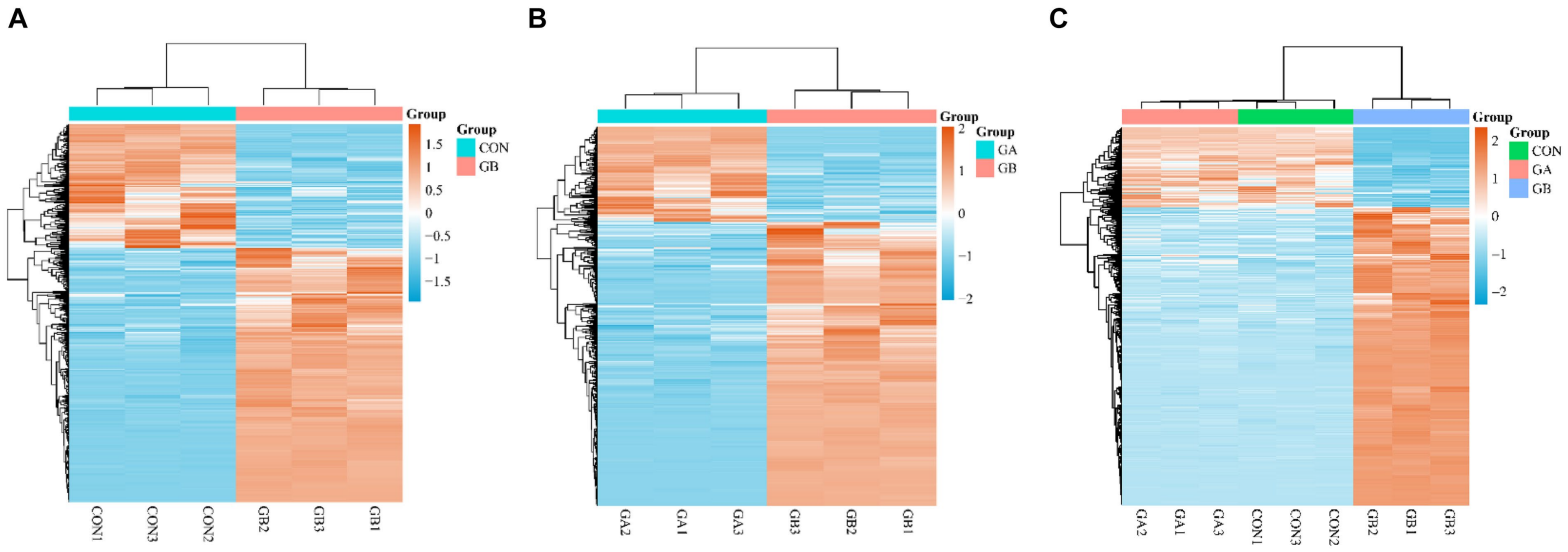
Cluster analysis of DEGs. Heatmap of DEGs in the pair of GB vs. CON **(A)**, GB vs. GA **(B)**, common DEGs in GB vs. CON and GB vs. GA **(C)**. The expression level was calculated by log2 (FPKM) presented as gradient color barcode at the right top. The orange and blue color indicate up- and down-regulated genes, respectively.

### 3.3 GO and KEGG enrichment analyses

We performed gene ontology (GO) annotation of DEGs to characterize the functional roles of these genes in biological pathways. For GO enrichment analysis, GO terms with adjusted *p*-value <0.05 were designated as significantly enriched. A large number of DEGs were enriched in the GO biological process category. 17 GO terms from Process Ontology were significantly enriched in GB vs. CON group, such as immune system process, response to external biotic stimulus, defense response, response to cytokine, antigen processing and presentation (Supplementary Table S5). 

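The direction of the genes behind these terms was taken from the limma fit, using the gene lists of Supplementary Table S5. These lists hold the paper's own DEGs, so their changes are not a separate test of enrichment. In each of the 17 terms more genes were called higher than lower in GB vs. CON, with a median of 11 higher genes per term. Of the 31 tested genes listed for immune system process, 26 were called higher and 4 lower in GB, with a median log2FC of 2.04. The largest rise among them was that of MX1 (7.79). For response to external biotic stimulus, 18 of 19 tested genes were called higher, and for defense response 15 of 16, with no gene called lower in either term. Response to cytokine was more mixed, with 8 of 15 genes called higher and 2 called lower (median log2FC 1.28). All 5 genes listed for antigen processing and presentation were called higher (median log2FC 2.42).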

43 GO terms from Process Ontology were significantly enriched in GB vs. GA group, including immune system process, multi-organism process, regulation of immune system process, regulation of response to stress, negative regulation of cellular protein metabolic process (Supplementary Table S6). 

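In GB vs. GA, 39 of the 43 terms in Supplementary Table S6 held more genes called higher than lower, and 1, negative regulation of JUN kinase activity, held more called lower (1 lower and 0 higher of 2). This term and the remaining ones were small, with at most 2 listed genes each. As before, the listed genes are the paper's DEGs. For immune system process, 23 of 27 tested genes were called higher and none lower. For multi-organism process, 15 of 20 were called higher and 1 lower, and for regulation of immune system process 14 of 18 were called higher and 1 lower. In regulation of response to stress, 11 of 18 genes were called higher and 3 lower (median log2FC 1.17). In negative regulation of cellular protein metabolic process, 7 of 15 were called higher and 4 lower (median log2FC 1.11).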

The GO terms with most significant enrichment in GB vs. CON (Figure 3A), GB vs. GA (Figure 3B) are displayed as circle diagrams.

**Figure 3:**
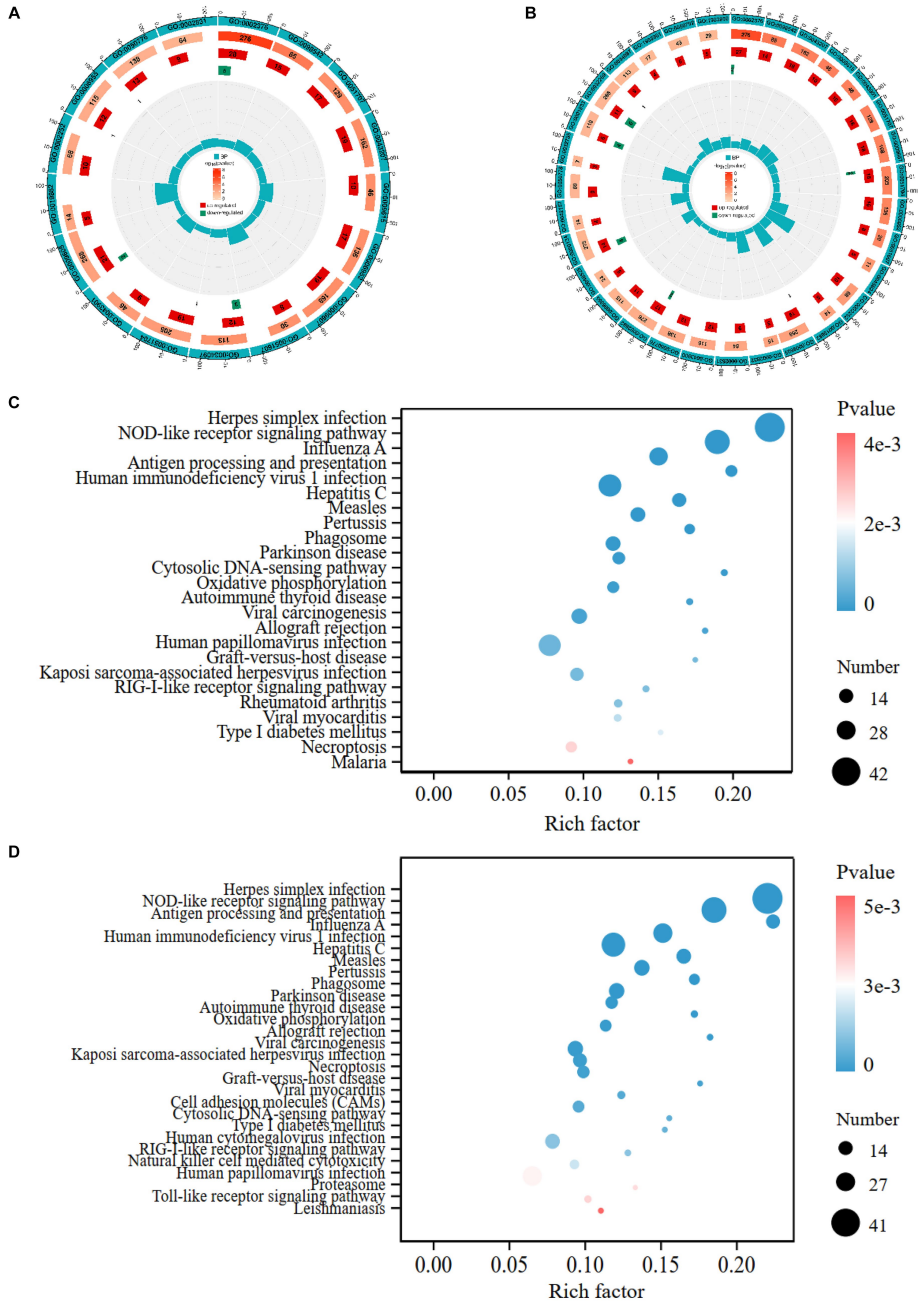
GO and KEGG enrichment analyses of DEGs. The circle diagrams of GO enrichment analysis of DEGs in the pair of GB vs. CON **(A)**, GB vs. GA **(B)**. The first circle shows significantly enriched GO term from biological process ontology; the second circle indicates the number and value of p of the GO term in each classification gene background; the third and fourth circle indicate the number of up- and down-regulated genes in each category of GO term, respectively; the fifth circle indicates enrichment factor value of each GO term. The bubble plots display the significantly enriched KEGG pathways in the pair of GB vs. CON **(C)**, GB vs. GA **(D)**. The size of dot represents the number of DEGs annotated in each pathway term, the color of dot denotes *p*-value.

KEGG enrichment analysis of DEGs was conducted to calculate the abundant metabolic pathways and signal transduction pathways. KEGG pathways were considered significantly enriched with adjusted *p*-value <0.05. Overall, 348 DEGs were assigned to 24 significantly enriched KEGG pathways in GB vs. CON group, which contains herpes simplex infection, NOD-like receptor signaling pathway, influenza A, antigen processing and presentation, measles, parkinson disease, cytosolic DNA-sensing pathway, oxidative phosphorylation, RIG-I-like receptor signaling pathway, necroptosis (Supplementary Table S7). Moreover, 305 DEGs were allotted to 28 significantly enriched KEGG pathways in GB vs. GA group, such as herpes simplex infection, NOD-like receptor signaling pathway, human immunodeficiency virus 1 infection, human papillomavirus infection, influenza A, phagosome, cell adhesion molecules (CAMs), Toll-like receptor signaling pathway (Supplementary Table S8). 

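Of the 24 pathways in Supplementary Table S7, 22 could be read in full, and herpes simplex infection and NOD-like receptor signaling pathway were left out because their gene lists are incomplete in the copy used here. In 20 of the 22 more of the listed DEGs were called higher than lower in GB vs. CON, and in 2, Parkinson disease and oxidative phosphorylation, more were called lower. For influenza A, 24 of 26 tested genes were called higher and 1 lower. For antigen processing and presentation all 17 were called higher, for measles 18 of 21, for the cytosolic DNA-sensing pathway 8 of 10, for the RIG-I-like receptor signaling pathway 9 of 10 and for necroptosis 14 of 16. For Parkinson disease, 15 of 18 genes were called lower and 3 higher (median log2FC −2.08). For oxidative phosphorylation, 14 of 17 were called lower and 2 higher (median log2FC −2.22).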

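Oxidative phosphorylation genes were also tested as 2 sets, the 13 genes encoded in mitochondrial DNA (mtDNA) and 80 nuclear-encoded genes taken by a pattern of gene symbols, with the camera (at a preset correlation of 0.01) and fry tests of limma, each adjusted over 6 set tests. The mtDNA-encoded set was planned after the paper's lists, which hold such genes as DEGs of these libraries, had been seen. Its tests are therefore not independent evidence. All 13 mtDNA-encoded genes were called lower in GB vs. CON, with a median log2FC of −2.36 and a range of −3.13 to −1.12 (camera adjusted p = 3.7e-18). They were all called lower in GB vs. GA as well, with a median of −2.45 (camera adjusted p = 1.3e-18). The preset correlation of 0.01 treats these genes as almost independent. Genes of the same genome may vary together, so the 13 falls may not be separate observations and these camera p-values may be too small. The median log2FC of the nuclear-encoded genes was −0.095 in GB vs. CON (camera adjusted p = 0.0164) and −0.088 in GB vs. GA (camera adjusted p = 0.189), with 57 and 55 of the genes below 0. In neither comparison did limma call a gene of this nuclear-encoded set, while 13 and 20 of them had an adjusted p under 0.05 over all genes, and 31 and 25 an unadjusted p under 0.05. Under fry the falls of the mtDNA-encoded genes held (adjusted p = 1.2e-08 in GB vs. CON and adjusted p = 1.2e-08 in GB vs. GA). The nuclear-encoded genes also passed fry in both comparisons (adjusted p = 0.00712 and adjusted p = 0.00712), while camera, which compares a set with the other genes, passed only in GB vs. CON. In GB vs. GA their median was close to the −0.075 of all tested genes, and it was −0.014 with median-of-ratios factors, so a fall of this set is not separated there from a shift of all genes. The median of all tested genes in GB vs. CON was −0.016. The pattern left out 8 nuclear-encoded genes that name a subunit or stand in the paper's lists, 4 of them in these lists. With the 7 that could be tested added after seeing the data, the median was −0.089 in GB vs. CON, where camera no longer passed an unadjusted threshold of 0.05, and −0.082 in GB vs. GA. Of the added genes, COX7A1 (2.50 and 2.19) and ATP6AP1L (1.54 and 1.66) were called higher in both comparisons, C5H22orf23 (1.12) higher in GB vs. GA and COX6B2 (−1.04) lower in GB vs. CON. The call of C5H22orf23 was lost without GA1 (0.97), GA2 (1.14), GB1 (0.87) or GB2 (1.16) and with a pseudocount of 1 (0.92). That of COX6B2 was lost without CON1 (−0.82) or GB3 (−0.90). The COX6B2 call was also lost with library GC content as a covariate, chosen after seeing the data (adjusted p = 0.147, limma with Benjamini-Hochberg adjustment). With the replicate block added to this covariate both calls were lost (adjusted p = 0.0601 for C5H22orf23 and 0.102 for COX6B2, same test). The mtDNA-encoded genes had a median log2FC of 0.15 in GA vs. CON (camera adjusted p = 0.00274, fry adjusted p = 0.0248), with limma calling 0 of them and 7 having an unadjusted p under 0.05. This median turned to −0.070 with library GC content as a covariate, chosen after seeing the data. The nuclear-encoded genes gave no clear direction in GA vs. CON, with a median of 0.018, a mean of −0.034, camera pointing down (adjusted p = 0.0164) and fry pointing up (adjusted p = 0.963). Limma called 0 of them there, with 25 at an unadjusted p under 0.05. Their median in GA vs. CON lay below 0 after rescaling to TPM, with median-of-ratios factors, after quantile normalization, with library GC content as a covariate and without CON1 (−0.0050). The median of all tested genes in GA vs. CON was 0.061, above that of the nuclear-encoded genes, and camera compares a set with the other genes. Part of the mtDNA-encoded rise may also be this shift, since their median was 0.091 with median-of-ratios factors. Adjacent mtDNA-encoded genes such as ND4L and ND4 overlap by a few bases, and reads there could have been counted for either gene.

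**Figure D2:**
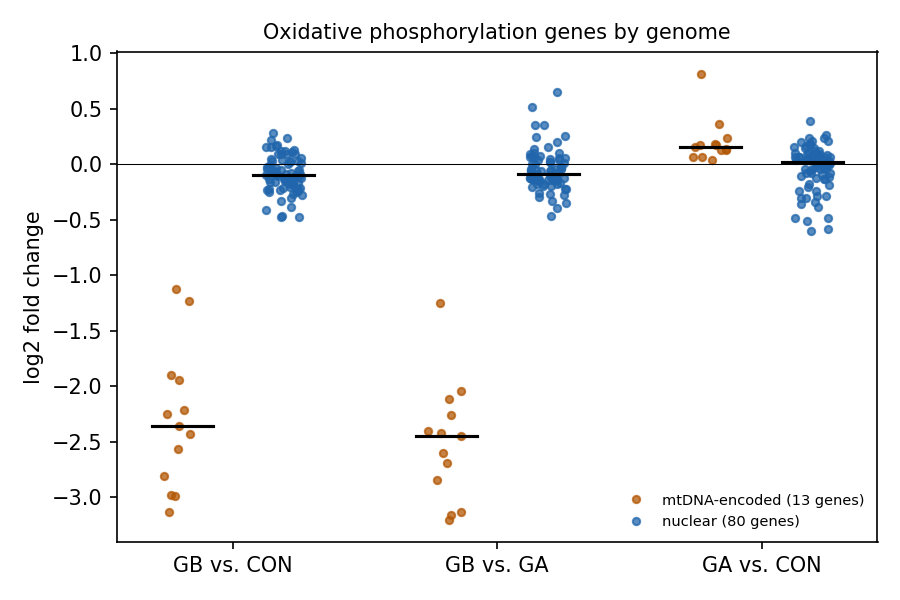
Log2FC of each gene of the 2 sets of oxidative phosphorylation genes in GB vs. CON, GB vs. GA and GA vs. CON, on the log2(FPKM + 0.5) scale, for 13 mtDNA-encoded and 80 nuclear-encoded genes. Each point is a gene and each line the median of its set. In both comparisons with GB the mtDNA-encoded genes all lie below −1 and the nuclear-encoded genes of the set lie near 0. The genes that the symbol pattern left out are not drawn.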

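Of the 28 pathways in Supplementary Table S8, the gene lists of herpes simplex infection, NOD-like receptor signaling pathway and human immunodeficiency virus 1 infection are incomplete in the copy used here, which left 25. More of the listed DEGs were called higher than lower in 23 of these and more lower in 2, again Parkinson disease (14 of 17 genes lower) and oxidative phosphorylation (13 of 16 lower, median log2FC −2.41). For human papillomavirus infection, 22 of 25 tested genes were called higher and 2 lower. For influenza A 24 of 26 were called higher, for phagosome 18 of 20 and for cell adhesion molecules 13 of 15. For the Toll-like receptor signaling pathway 8 of 10 were called higher and 1, IFNAR1, was called lower. IFNAR1 fell from 36.6 ± 1.31 FPKM (SD, n = 3) in GA to 14.2 ± 1.57 in GB, a log2FC of −1.34 (SE 0.088, adjusted p = 4.2e-06, limma with Benjamini-Hochberg adjustment).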

Advanced bubble charts reveal the significantly enriched KEGG pathways of DEGs in GB vs. CON (Figure 3C), GB vs. GA (Figure 3D).

### 3.4 PPI network analysis of differentially expressed genes

A PPI network composed of 260 nodes connected via 2018 edges was generated by Cytoscape software based on STRING database to illustrate the interactions between DEGs. 

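Expression was examined for IFIH1, MX2, IFI44, USP18, DHX58, PSMB8, CASP8, DRAM1 and CXCR4, genes that the paper takes from its protein–protein interaction network of DEGs. All 9 were called higher in GB vs. CON (median log2FC 5.89) and in GB vs. GA (median 5.97), and IFI44, listed at 0 in CON, lies above these medians. Adjusted over the list alone, 9 and 9 were called, which is not independent evidence because the study chose the list on these libraries. With hormones alone, in GA vs. CON, limma called 0 of them, and 2 had an unadjusted p under 0.05. Their levels in GB differed widely. USP18 was at 567 ± 18.7 FPKM (SD, n = 3) in GB, 3.17 ± 0.610 in CON and 4.31 ± 0.231 in GA. IFIH1 was at 172 ± 7.48 in GB and 0.460 ± 0.108 in CON, and DHX58 at 163 ± 5.54 and 2.26 ± 0.201. IFI44 was listed at 0 in the 3 CON libraries, at 0, 0 and 0.0900 in GA and at 162, 157 and 173 FPKM in GB. PSMB8 was at 358 ± 5.62 FPKM in GB and 18.1 ± 1.74 in CON, a log2FC of 4.27 (SE 0.079, adjusted p = 4.1e-10, limma with Benjamini-Hochberg adjustment). DRAM1 rose from 31.6 ± 4.39 in CON and 32.3 ± 1.74 in GA to 118 ± 7.06 FPKM in GB, with log2FC of 1.89 and 1.85 and adjusted p of 5.8e-07 and 6.9e-07 (limma with Benjamini-Hochberg adjustment). CXCR4 had the smallest change of the 9 in GB vs. CON and the lowest level in GB, at 1.79 ± 0.0902 FPKM in CON and 7.16 ± 0.628 in GB, a log2FC of 1.74 (SE 0.22, adjusted p = 3.2e-04, limma with Benjamini-Hochberg adjustment).

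**Figure D3:**
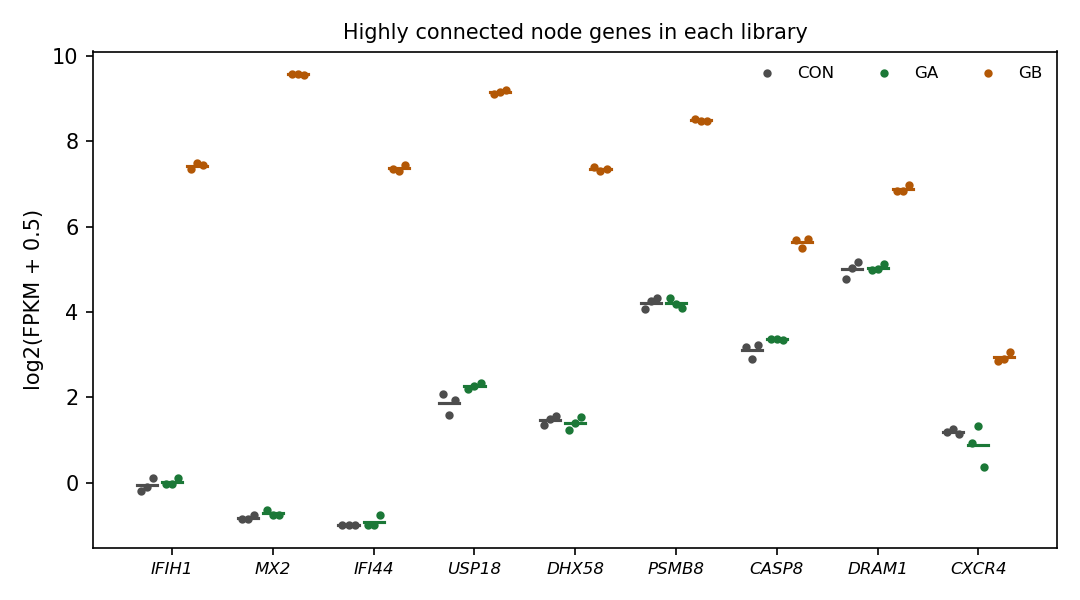
Expression of the 9 node genes as log2(FPKM + 0.5) in each of the 9 libraries. Each point is a library, coloured by group, and each line is the mean of 3 libraries. For every gene the 3 GB libraries lie above the 6 others.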

The results showed that a few node genes interact closely with other genes, including *STAT1*, *IFIH1*, *MX2*, *IFI44*, *USP18*, *DHX58*, *PSMB8*, *CASP8*, *DRAM1*, *CXCR4* (Figure 4). Some of these highly connected node genes are rarely reported to correlate with early pregnancy, that need to be concerned and further investigated.

**Figure 4:**
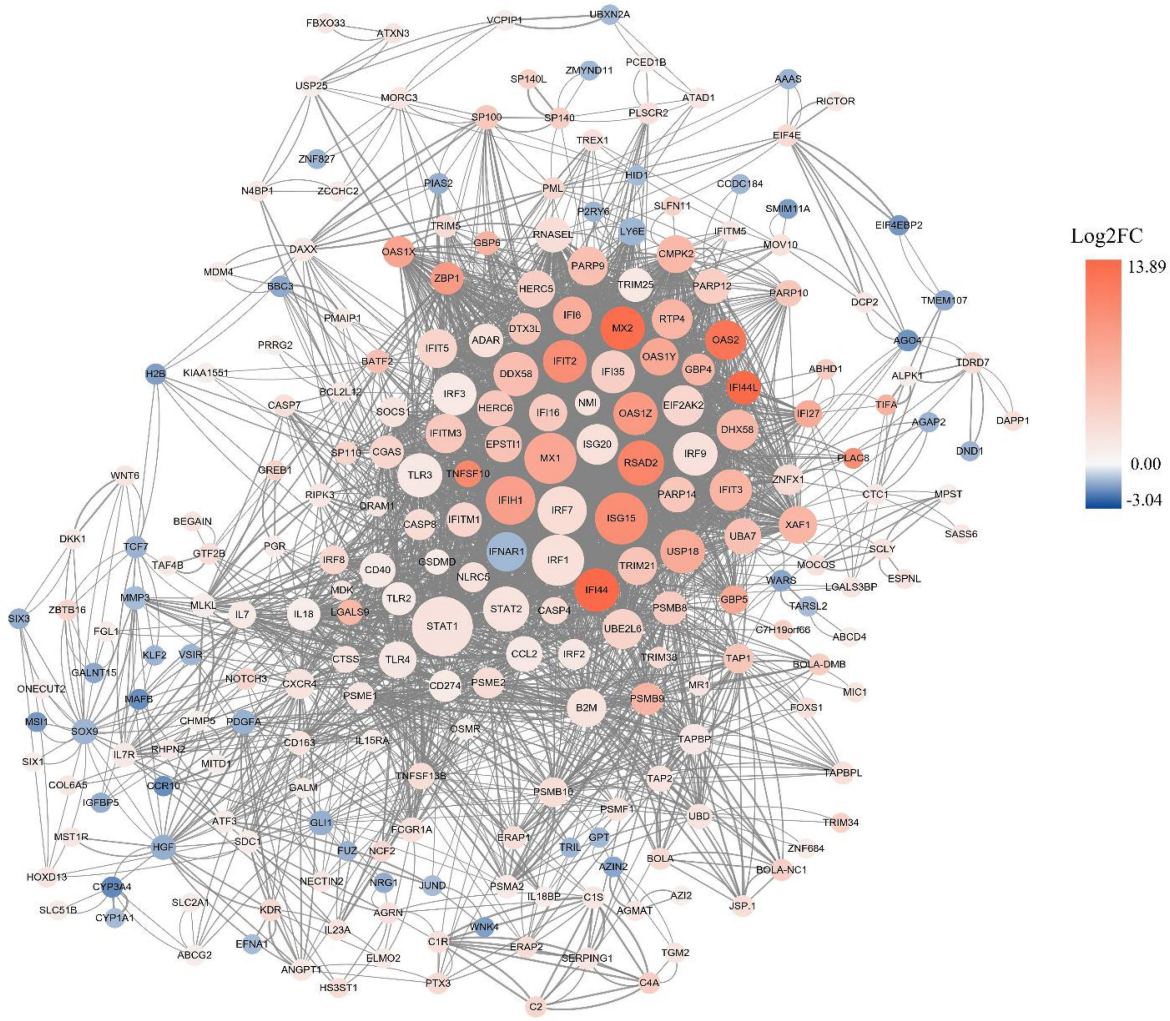
PPI network analysis of DEGs. The red and blue dots indicate up- and down-regulated genes, respectively. The intensity of color denotes fold-change of DEGs, and the size of dots represent node degree.

### 3.5 qRT-PCR verification

Considering the results of GO and KEGG enrichment analysis, 8 DEGs were randomly selected for exploring the relative expression pattern to validate the accuracy and reliability of RNA-Seq results by performing qRT-PCR. 

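In the sequencing data, all 8 genes chosen for qRT-PCR were called higher in GB vs. CON, and 7 of them, all but WNT6, in GB vs. GA. Adjusted over the list alone, 8 and 7 were called, which is not independent evidence because the list was drawn from DEGs of these libraries. For GA vs. CON limma called 0 of them over all genes tested, 3 had an unadjusted p under 0.05, and 1, WNT6, was called when adjusted over the list alone. NOTCH3 rose from 1.17 ± 0.0300 FPKM (SD, n = 3) in CON to 11.0 ± 0.506 in GB, a log2FC of 2.78 (SE 0.11, adjusted p = 6.0e-08, limma with Benjamini-Hochberg adjustment). CASP8 rose from 8.13 ± 1.04 to 49.1 ± 3.72 FPKM (log2FC 2.53, SE 0.095), SP100 from 1.53 ± 0.291 to 30.8 ± 2.32 (log2FC 3.95, SE 0.16) and MR1 from 7.63 ± 0.850 to 26.3 ± 2.51 (log2FC 1.72, SE 0.099). OAS2 was listed at 0 in the 3 CON libraries and at 41, 39.6 and 37.8 FPKM in GB. MX2 and DRAM1 were called as well. WNT6 was at 2.17, 1.56 and 0.690 FPKM in the CON libraries, 3.51, 5.14 and 4.91 in GA and 5.17, 3.64 and 5.99 in GB, and its difference lay between CON and the 2 treated groups. Its log2FC was 1.51 in GB vs. CON (SE 0.29, adjusted p = 0.00392), 1.41 in GA vs. CON (adjusted p = 0.0770) and 0.11 in GB vs. GA (adjusted p = 0.821), all from limma with Benjamini-Hochberg adjustment. The GB vs. GA value turned negative without GA1 (−0.049) or GB3 (−0.035). The WNT6 call in GB vs. CON was lost with library GC content as a covariate, an alternative chosen after seeing the data (adjusted p = 0.139, limma with Benjamini-Hochberg adjustment).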

The expression trend of all these selected genes in the results of qRT-PCR were proved to be identical with RNA-seq data (Figure 5A). Meanwhile, the results of Spearman’s correlation analysis of all selected genes showed a strong positive correlation between RNA-seq data and qRT-PCR experiments (*r*^2^ > 0.65, *p* < 0.05), which confirmed the credibility of DEGs (Figure 5B).

**Figure 5:**
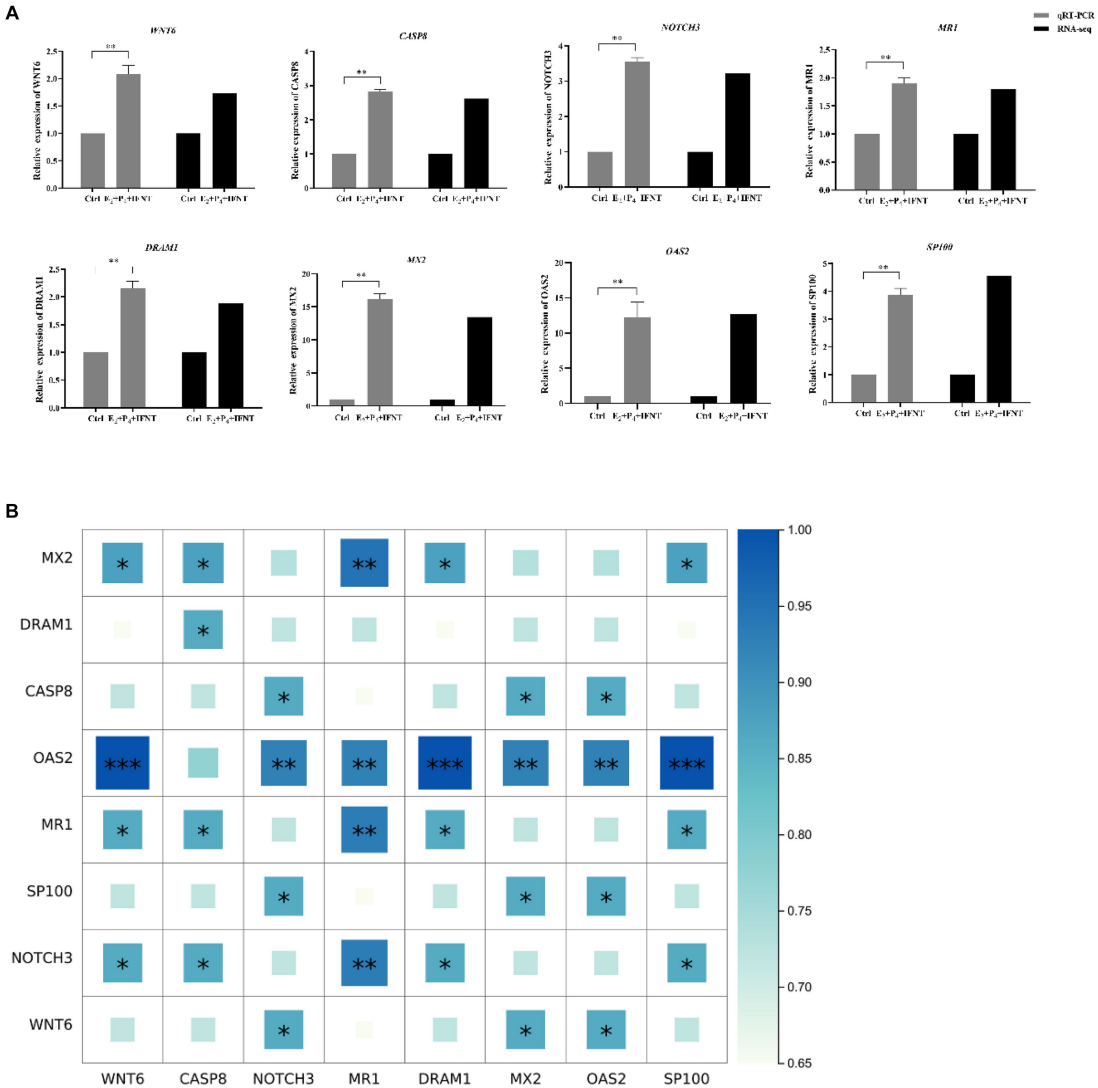
Expression pattern validation of selected DEGs by real-time PCR. **(A)** The relative expression level of target mRNA was calculated using the 2−^△△^Ct method and presented as the ratio of Log2 fold change between groups; **(B)** Spearman’s correlation analysis heatmap of RNA-seq and qRT-PCR data. “*” *p* < 0.05, “**” *p* < 0.01, “***” *p* < 0.001.

### 3.6 Effects of *DRAM1* interference on expression of genes related to receptivity and prostaglandin synthesis in bovine endometrial epithelial cells

To investigate the functional role of *DRAM1* during early pregnancy in ruminants, we conducted RNA interference assay to downregulate the transcript expression of *DRAM1* in BEND. The results indicated that the mRNA expression of *DRAM1* is prominently reduced (Supplementary Figure S2). Additionally, the mRNA expression of *HOXA11*, *PTGS1* and *PTGS2* were dramatically downregulated by silencing *DRAM1* upon IFNT stimulation (Figures 6B–D), but no significant change was observed on mRNA expression of *HOXA10* by suppressing *DRAM1* under IFNT treatment (Figure 6A). Furthermore, even in the absence of external intervention with IFNT, the mRNA expression of *PTGS1* and *PTGS2* were also significantly inhibited in siDRAM1 group compared with siNC group (Figures 6C,D). Nevertheless, interfering with DRAM1 exerted no distinct influence on the mRNA expression of *HOXA10* and *HOXA11* in BEND without IFNT treatment (Figures 6A,B).

**Figure 6:**
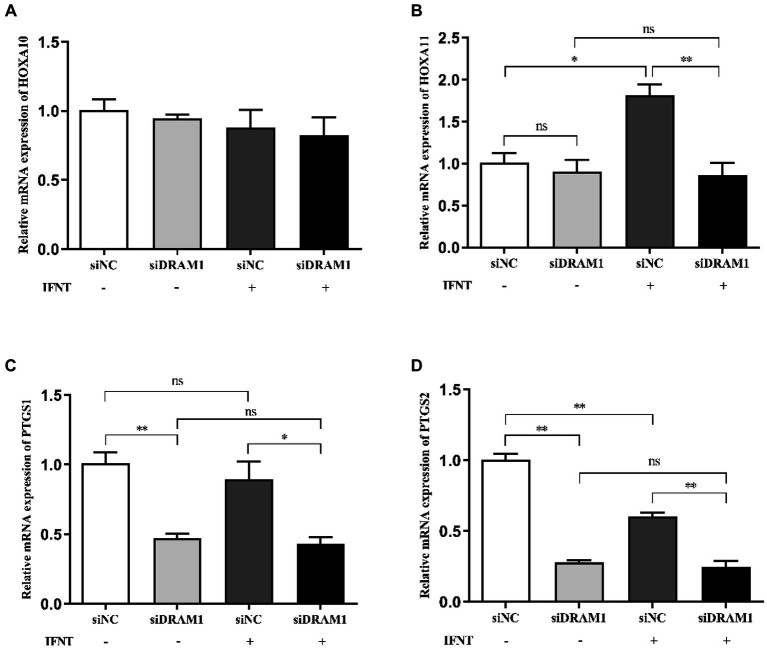
Effects of *DRAM1* interference on expression of genes related to receptivity and prostaglandin synthesis in BEND. BEND was transiently transfected with control siRNA or siRNA-DRAM1. Subsequently, the cells were incubated with E_2_ and P_4_ followed by IFNT stimulation for 12 h. Total RNA isolated form BEND were applied to Real-time PCR. Real-time PCR analysis of the mRNA expression of endometrial receptivity marker gene *HOXA10* **(A)** and *HOXA11* **(B)**. Real-time PCR analysis of the mRNA expression of rate-limiting enzymes of PGs synthesis *PTGS1* **(C)** and *PTGS2* **(D)**. “*” *p* < 0.05, “**” *p* < 0.01.

## 4 Discussion

Pregnancy, an important driver for economic efficiency of pasture, is a complicated physiological process that requires the precise coordination of multiple molecular mechanisms involving numerous genes. However, the gene-interaction network and underlying molecular mechanisms implicated in early pregnancy remain elusive. Although there have been a few reports on the regulation of endometrium by IFNT in domestic ruminants, most studies which were performed in an immortalized bovine endometrial cell line only analyzed the role of IFNT, irrespective of the impact of hormones during early pregnancy (26, 27). In this study, we isolated and cultured primary endometrial epithelial cells of bovine (BEND), and performed transcriptomic analysis of BEND in response to IFNT, P_4_ and E_2_, which depicted a relatively comprehensive DEGs profile based on the RNA-seq dataset. Comparing our results with previous studies, we noticed some similarities and inconsistencies. Zhao et al. (27) identified 839 upregulated DEGs and 148 downregulated DEGs in bovine endometrial epithelial cells under the stimulation of IFNT for 12 h compared with untreated groups. Chaney et al. (28) analyzed the bovine endometrial epithelial transcriptomic response to recombinant IFNT and identified 622 increased DEGs, 41 decreased DEGs, among which 247 of 622 upregulated DEGs and 9 of 41 downregulated DEGs appeared in our DEGs list, and were consistent with the gene expression trend in our study. Adhikari et al. (29) compared the transcriptomic profiles of endometrial tissue of pregnant heifers (day 15–17 of gestation) with cyclic (non-bred) heifers and identified 107 DEGs, 7 of top 40 DEGs in Adhikari’s study were matched to the DEGs list of GB vs. CON group in our study; simultaneously, 6 of 7 DEGs showed consistent expression trend with our data, 1 DEG exhibited completely opposite expression trend.

GO enrichment analysis indicated that the higher number of DEGs in our data were mainly implicated in immune system process, response to external stimulus, response to cytokine, which are in agreement with the previous results reported by Zhao et al. (27). In addition, immune response and Type-1 interferon signaling were also the important enriched function in the endometrium tissue of pregnant bovine versus cyclic and nonpregnant (29). Similar results were also acquired by KEGG pathway analysis in this study, which revealed that immunity related pathways, such as herpes simplex infection, NOD-like receptor signaling pathway were the most notably enriched pathways. Meanwhile, some DEGs related with immunity and apoptotic process, such as *MR1*, *CASP8*, *OAS2*, *MX2*, *SP100*, were remarkably enriched in these pathways. 

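The genes MR1, CASP8, OAS2, MX2 and SP100 were all called higher both in GB vs. CON and in GB vs. GA, with median log2FC of 3.95 and 3.75. Adjusted over the list alone, 5 were called in each, which is not independent evidence because the study named them from its own DEGs. Their log2FC in GA vs. CON, where no IFNT was given, lay between 0.065 and 0.26, and limma called 0 of them, with 1 at an unadjusted p under 0.05. The paper proposes that immune or apoptotic processes induced by IFNT may play a role in early pregnancy and help protect the embryo from rejection.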

All these experimental evidences suggest that immunity or apoptosis process induced by IFNT may play a significant role during early pregnancy in ruminants, which contributes to protect the embryo from rejection by maternal immune system.

It is well known that successful pregnancy in ruminants requires the participation of numerous genes regulated by IFNT. The results of predicted protein–protein interaction network demonstrated that a large number of DEGs of this study regulated directly or indirectly by IFNT and hormones constitute a complicated network, which might affect early pregnancy. As expected, the expression of many classical ISGs, such as *ISG15*, *RSAD2*, *MX2*, *OAS2* and *STAT1*, were upregulated by IFNT and hormones in this study. However, some DEGs have rarely been reported previously to be associated with pregnancy. 

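ISG15, RSAD2, MX2 and OAS2 were all called higher in GB than in CON and than in GA. Adjusted over the list alone, 4 were called in each comparison, and as the paper named them from these libraries this is not independent evidence. ISG15 was at 1.76, 4.74 and 7.01 FPKM in the CON libraries and 1.80, 6.46 and 4.49 in the GA libraries, a spread of several-fold at a low level, against 5616, 5536 and 5596 in GB. Its log2FC was 10.29 in GB vs. CON and 10.34 in GB vs. GA (SE 0.46 for each, adjusted p = 2.2e-07 and 2.1e-07, limma with Benjamini-Hochberg adjustment). RSAD2 was at 0.347 ± 0.168 FPKM (SD, n = 3) in CON, 0.303 ± 0.0153 in GA and 855 ± 14.6 in GB, with a log2FC of 10.06 in GB vs. GA (SE 0.13). With hormones alone (GA vs. CON), the log2FC of the 4 genes lay between −0.057 and 0.11, and limma called 0 of them, with 0 at an unadjusted p under 0.05.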

Ubiquitin-specific protease 18 (USP18), a critical negative regulator of type I interferon signaling pathway by competing with JAK1 to bind interferon receptors, exert deubiquitination through the ISGylation modification system, and its expression is significantly enhanced in the endometria of pregnant cow on day 16 (30, 31). Similarly, a recent study proved that the expression of USP18 is significantly increased in goat uterine tissue from days 5–18 of pregnancy, which might promote the establishment of endometrial receptivity to affect early pregnancy by regulating the JAK/STAT1 and ISGylation pathway (32). Few studies have previously reported the relationship between proteasome subunit beta type-8 (PSMB8) and pregnancy. PSMB8 was found to be an important regulator in the process of glioma cell migration, proliferation and apoptosis mediated by ERK1/2 and PI3K-AKT pathways, which shares common pathways of invasion and angiogenesis with embryo implantation (33, 34). Xie et al. (35) proved that 3’-UTR of *PSMB8* targeted directly by chi-miR-451-5p of extracellular vesicles in goat uterine fluids might play an essential role in endometrial remodeling during peri-implantation. Apoptotic cell death has been shown to occur in the endometrium during mammalian preimplantation period, such as bovine (23, 36), rats (37), porcine (38). The expression of proapoptotic genes, *CASP8*, *XAF1* and *TNFSF10* were confirmed to be remarkably enhanced in the bovine endometrium during early pregnancy (36). These findings were also supported by a research conducted by Suzuki et al. (23), they demonstrated that apoptosis related genes (*CASP7*, *CASP8*, *FADD*) and pyroptosis related genes (*CASP4*, *CASP11*, *NLRP3*) are expressed at significantly higher levels in the endometrium of pregnant bovine at day 18 in comparison to non-pregnant. Meanwhile, the expression of *CASP7*, *FADD*, *CASP4*, *CASP11* and *GSDMD* were considerably increased in cultured uterine epithelial cells with IFNT administration (23).The similar results were observed in our study. However, the increased activity of caspases and elevation of apoptosis were barely detected in the endometrium of early pregnant bovine (23, 36), it is presumed that the proapoptotic signaling arose by IFNT are not transduced. Thus, the mechanisms protecting the endometrium from apoptosis to allow embryonic implantation might exist, that need to be further clarified.

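Among the apoptosis and pyroptosis genes that the discussion names, 6 could be tested and 5 were called higher in GB vs. CON and in GB vs. GA, the same number when adjusted over the list alone. The discussion partly picked them from these data, so the second count is not independent evidence. CASP4 rose from 45.3 ± 2.07 FPKM (SD, n = 3) in CON to 270.0 ± 15.2 in GB (log2FC 2.56, SE 0.053, adjusted p = 8.2e-10, limma with Benjamini-Hochberg adjustment) and GSDMD from 35.0 ± 0.799 to 79.5 ± 1.48 (log2FC 1.17, SE 0.055). FADD was higher in GB by less than the fold-change threshold, at 103 ± 12.4 FPKM in CON, 106 ± 10.5 in GA and 147 ± 3.55 in GB, with a log2FC of 0.52 in GB vs. CON (adjusted p = 0.00266) and 0.48 in GB vs. GA (adjusted p = 0.00472), both from limma with Benjamini-Hochberg adjustment. XAF1 had a log2FC of 6.27 in GB vs. CON. TNFSF10 was listed at 0.220, 0 and 0 FPKM in the CON libraries, 0.390, 0 and 0 in GA and 130.4, 147 and 138 in GB. NLRP3 stayed below the filter, at 0.353 ± 0.0751 FPKM in CON, 0.327 ± 0.0306 in GA and 0.130 ± 0.0608 in GB, and was not tested. CASP11 was not analysed here.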

Damage-regulated autophagy modulator 1 (DRAM1), an evolutionarily conserved protein located on the lysosome membrane, was identified as a direct target of p53 to modulate stress-induced autophagy and critical for p53-mediated apoptosis (39). Specifically, DRAM1 is involved in the process of autophagy under the conditions of various cellular stress, such as endoplasmic reticulum stress, mitochondrial damage and nucleic acid damage (40, 41), which was considered to be a key regulator related to the balance between cell survival and apoptotic cell death. Yang et al. (42) indicated that endoplasmic reticulum stress triggered by hormone and IFNT may contribute to early pregnancy success and the regulation of endometrial function by modulating mTOR-autophagy pathway in goat endometrial epithelial cells. Previous studies have suggested that DRAM1 might play an essential regulatory role during embryo implantation and early embryonic development. Chen et al. (43) confirmed the role of DRAM1 in mitophagy, which contributes to the regulation of preeclampsia caused by high levels of oxidative stress, mitochondrial dysfunction and apoptosis in the placental tissues of mice. *DRAM1* may be implicated in the regulation of proliferation, differentiation and apoptosis of placental cells, affecting the oxygen and nutrients supply of placenta. Nevertheless, the exact relationship between DRAM1 and early pregnancy, and the underlying mechanisms remain not well-understood. In this study, *DRAM1* was identified to be a key node gene interacting closely with other genes by constructing a PPI network based on STRING database, and confirmed to be a DEG by performing qRT-PCR verification. Therefore, we preliminarily explored the impact of *DRAM1* on expression of genes related with endometrial function. Prostaglandin-endoperoxide synthase 1 (*PTGS1*) and prostaglandin-endoperoxide synthase 2 (*PTGS2*) are rate-limiting enzymes in the biosynthesis pathway of PGs secreted by endometrium, which have crucial effects on the regulation of conceptus development and endometrial function (14, 44). Homeobox A10 (*HOXA10*) and Homeobox A11 (*HOXA11*) were proved to be involved in the regulation of endometrial receptivity, thereby increasing the embryo adhesion and implantation (45, 46). The results showed that mRNA expression of *HOXA11*, *PTGS1* and *PTGS2* were remarkably suppressed by silencing *DRAM1* under IFNT and hormone administration. Therefore, we presume that *DRAM1* may play a crucial role in early pregnancy by regulating endometrial function. Whereas, we did not further anatomize the specific molecular mechanisms by which *DRAM1* regulates endometrial function, that will be addressed in our future work.

## 5 Conclusion

Taken together, our results revealed multiple promising genes and signaling pathways in BEND, which might participate in the regulation of endometrial function during the early stage of pregnancy, especially early embryo implantation. The present study provides a more comprehensive overview of transcriptional changes of BEND in response to IFNT and hormones, which may pave the way for illustrating the molecular mechanisms of pregnancy recognition and endometrial function regulation, contributing to a better understanding of early pregnancy loss in ruminants.

## Data availability statement

The original contributions presented in the study are publicly available. This data can be found at: https://www.ncbi.nlm.nih.gov/; GSE253481.

## Ethics statement

The animal study was approved by the Institutional Animal Use Committee of Institute of Animal Science and Veterinary Medicine, Wuhan Academy of Agricultural Sciences. The study was conducted in accordance with the local legislation and institutional requirements.

## Author contributions

JY: Data curation, Formal analysis, Investigation, Methodology, Validation, Visualization, Writing – original draft, Writing – review & editing. CL: Data curation, Formal analysis, Investigation, Methodology, Writing – review & editing. HC: Formal analysis, Investigation, Methodology, Writing – review & editing. MX: Investigation, Methodology, Writing – review & editing. XH: Investigation, Methodology, Writing – review & editing. ZZ: Investigation, Methodology, Writing – review & editing. QL: Investigation, Methodology, Writing – review & editing. DW: Investigation, Methodology, Writing – review & editing. LC: Data curation, Formal analysis, Funding acquisition, Investigation, Methodology, Project administration, Writing – review & editing.

How the deposited data were processed for this re-analysis (not part of the article)

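RNA from bovine endometrial cells, which the paper describes as primary epithelial cells, was sequenced in 9 libraries, 3 of untreated cells (CON), 3 of cells given E_2_ and P_4_ (GA) and 3 of cells given E_2_ and P_4_ and then IFNT (GB). The conditions were taken from the sample labels, and the doses and times from the methods and Figure 1A. The authors trimmed reads with fastp, removed those matching rRNA with Bowtie2, aligned the rest with Hisat2 to the bovine genome and obtained read counts per gene with RSEM. The deposited values are the authors' FPKM per gene and library, scaled for exon length and for mapped reads and written to 2 decimals, with replicates in separate columns. The table holds no read counts. All columns could be assigned to a sample.

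Analyses were run in R 4.3.3 with limma 3.58.1, and figures were drawn in Python 3.11.15 with matplotlib 3.10.9. Values were used as log2(FPKM + 0.5) without further scaling. Genes with a mean FPKM under 0.5 over the 9 libraries were left out of the tests, and 12578 remained. A linear model with a mean for each group was fitted to the 9 libraries with limma, with a trend of the variance on mean expression, so that the 3 comparisons share 1 estimate of the spread. A gene was called when |log2FC| was above 1 and the Benjamini-Hochberg adjusted p was under 0.05, the thresholds of the paper. The authors' own test was DESeq2 on read counts. A difference among the 3 groups was tested with the moderated F test of limma. Gene sets were tested with camera at a preset correlation of 0.01 and with fry, and these p-values were adjusted over 6 tests. The principal component analysis used all genes above 0 in at least 1 library, scaled to unit variance. The overlap of the 2 comparisons with GB was set against simulations of unchanged groups that share 3 libraries. On simulated data of the same size with 200 changed genes, the procedure recovered 197 (98.5%) in GB vs. CON and 196 (98%) in GB vs. GA, with 2 and 1 false calls, and made 0 false calls in GA vs. CON, where no gene was changed. The mtDNA-encoded genes were changed as well and not counted. The changed genes were not drawn from those of low FPKM, every change was above the fold-change threshold, and the noise was normal and independent between genes. This recovery therefore does not cover genes of low FPKM or changes near the threshold.

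The tests, thresholds, gene lists and alternatives were chosen before the data were examined, except where the text says otherwise. The genes named in the text are those that the paper names as measured, those of the lists, and in each comparison the 5 called genes with the largest rise and the 5 with the largest fall among genes whose libraries do not overlap between the groups. The values of many of these genes in the paper's Supplementary Table S4 had been seen before. The lists are the node genes, the qRT-PCR genes, the genes measured after DRAM1 interference, the classical ISGs, the pathway genes, the apoptosis and pyroptosis genes and the genes of the introduction, all from the paper. They also include the oxidative phosphorylation genes of both genomes, the immunoproteasome and constitutive proteasome subunits, immediate early genes, steroid response genes, markers of epithelial, stromal fibroblast, endothelial and immune cells, 3 genes drawn in blue in Figure 4, and the 10 genes that the paper calls both in GA vs. CON and in GB vs. GA. WNT7A, SLC5A11, EPCAM, PTPRC and CD3E were not analysed here. Some further genes of the paper's lists are not reported here, and the counts given for a list are over the genes that are.

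The alternatives were a pseudocount of 1 or 0.1, no filter or a filter at a mean FPKM of 1, rescaling of each library to the same sum (TPM), median-of-ratios factors, quantile normalization, a fit without the variance trend, a fit of only the 2 groups compared, the replicate number as a block, and each library left out in turn. Added after seeing the data were the GC content of each library's reads as a covariate, this covariate together with the replicate block, leaving out genes of few reads, and adding to the nuclear-encoded set the subunit genes that its symbol pattern leaves out and the nuclear genes of the paper's oxidative phosphorylation lists. A gene of few reads was 1 that is at 0 in at least 1 library and whose highest value is under 10 times its lowest value above 0, after scaling by clean read pairs. At this depth a gene at an FPKM near 0.5 rests on few reads, and its fold change is less precise than that of abundant genes. Groups of 3 libraries were not tested for outlying libraries. The qRT-PCR, immunofluorescence and siRNA data of the paper were not analysed here.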

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

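The set tests of the oxidative phosphorylation genes were planned before the data were examined, but after the paper's lists had been seen. Those lists hold mtDNA-encoded genes as DEGs of these libraries, so the set tests are not independent evidence of the fall. The tests of explanations given here were chosen only after the fall of the mtDNA-encoded genes had been seen. The paper reports the enriched oxidative phosphorylation pathway but does not separate its genes by genome or discuss their fall. The 13 mtDNA-encoded genes had a median log2FC of −2.36 in GB vs. CON, and each of them was lower in all 3 GB libraries than in all CON and GA libraries. As a share of all FPKM, they made up 1.84% ± 0.100% (SD, n = 3) in CON, 2.00% ± 0.0319% in GA and 0.413% ± 0.0157% in GB. The lowest share in a CON or GA library was 1.73% and the highest in a GB library 0.430%. The mean log2 value of the mtDNA-encoded genes minus that of the 80 nuclear-encoded genes was 1.69 ± 0.10 (SD, n = 3) in CON, 1.93 ± 0.096 in GA and −0.52 ± 0.073 in GB.

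Several technical explanations are argued against by the tables. A shift in the scaling between libraries would move most genes, and the median log2FC of all tested genes in GB vs. CON was −0.016. A few abundant genes taking a larger part of the reads in GB could lower all others, but the 10 most abundant genes held 11.1% of all FPKM in CON, 10.9% in GA and 10.8% in GB. The CON libraries have a higher GC content than the others. With library GC content as a covariate the median of the 13 genes was −2.63 and 12 of them were called, so GC content as the whole cause is argued against. A fall of similar size of the oxidative phosphorylation genes of both genomes is argued against by the nuclear-encoded genes. With the genes that the symbol pattern left out, the 87 had a median of −0.089, 2 were called higher and 1, COX6B2 (−1.04), lower, and none fell as far as any of the mtDNA-encoded genes. A small fall of the nuclear-encoded genes is not excluded, since 57 of the 80 in the set lay below 0 (camera adjusted p = 0.0164). A bias on gene length that differs between libraries was not tested.

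Other explanations stay open. PNPT1, which encodes a mitochondrial RNA-degrading enzyme and was picked after the fall had been seen, was higher in GB, with a log2FC of 2.67 in GB vs. CON (adjusted p = 7.5e-09, limma with Benjamini-Hochberg adjustment). A loss of mitochondrial transcripts through this enzyme is a candidate explanation. It cannot be told apart from any other change that IFNT brings, because the rise goes with the group in every library. Reads that also match nuclear copies of mitochondrial DNA were not tested. The libraries were made from poly-T selected RNA, so a change in the poly-A tails of mitochondrial transcripts could lower their capture without changing their amount, and this was not tested either. Whether the fall is technical or biological therefore stays open.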

How the results depend on the processing

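The alternatives with library GC content, alone or with the replicate block, the one that leaves out genes of few reads and the one that widens the nuclear-encoded set were chosen only after the data were seen.

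The numbers of DEGs in GB vs. CON and GB vs. GA stayed within 1.5 times the values given above under every alternative except 1. With the replicate block and library GC content together, 328 genes were called in GB vs. CON, 80 of them lower, and 2666 genes differed among the 3 groups, where the F test gave 4352. Fewer residual degrees of freedom are part of that fit. With library GC content alone, 450 genes were called in GB vs. CON, and 342 of them were among the 504, so 162 calls were lost. In GB vs. GA the same covariate lost 5 of the 458. The CON libraries have the highest GC content, so this covariate is partly tied to the group and can take up part of a difference from CON, whatever its origin. With 1 library left out, GB vs. CON had 492 to 523 DEGs, GB vs. GA 442 to 468, and 3268 to 4231 genes differed among the 3 groups.

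The 9 DEGs of GA vs. CON depended on the processing far more. Of these, 2 were called with a filter at a mean FPKM of 1, because the others were not tested or lost their call, and 0 of them were lower in GA. The number called higher was 2 with a pseudocount of 1 and 2 with only the 2 groups compared. The number called lower was 3 without a filter, 3 without the variance trend, 3 without genes of few reads and 8 with median-of-ratios factors. With library GC content as a covariate limma called 0 genes in GA vs. CON (984 at an unadjusted p under 0.05), 0 higher and 0 lower. With the replicate block and library GC content together it called 0 as well (987 at an unadjusted p under 0.05). With 1 library left out, the number was 3 without GA3 to 14 without GB3, those higher 1 without GA3 to 7 without CON3, and those lower 1 without CON1 to 11 without GB3. The cause of these changes was not tested.

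The replicate block is a fit with the replicate number as a block. The replicate numbers do not pair the samples, since the correlations of same-numbered libraries' deviations from their group means were −0.0306 to 0.0772 over 9 pairs of groups and numbers. With the replicate block, 503 genes were called in GB vs. CON, 458 in GB vs. GA and 5 in GA vs. CON, 2 higher and 3 lower.

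The fall of the mtDNA-encoded genes kept its direction and its side of the threshold under every alternative run, with medians of −2.63 to −2.34 in GB vs. CON and −2.48 to −2.37 in GB vs. GA. In GA vs. CON their median turned to −0.070 with library GC content and to −0.017 with the replicate block and library GC content, and it was 0.096 to 0.19 with 1 library left out. The nuclear-encoded genes in GB vs. CON had a median of −0.080 with library GC content, where camera no longer passed an unadjusted threshold of 0.05, −0.089 with the genes that the symbol pattern left out, where it did not pass either, and −0.12 to −0.069 with 1 library left out. Their median in GB vs. GA was −0.014 with median-of-ratios factors, −0.060 in TPM, −0.061 after quantile normalization and −0.095 to −0.072 with 1 library left out, and camera passed an unadjusted threshold of 0.05 only without GA3 (median −0.092). In GA vs. CON it was −0.016 in TPM, −0.043 with median-of-ratios factors, −0.019 after quantile normalization, −0.021 with library GC content, −0.062 with the replicate block and library GC content, and −0.0050 (without CON1) to 0.020 (without CON3) with 1 library left out. The median of all tested genes in GA vs. CON also fell, from 0.061 to 0.029 in TPM, 0.0034 with median-of-ratios factors and 0.0046 after quantile normalization. The change of sign under these 3 scalings thus goes with a shift of all genes. The cause of the other changes in this part was not tested.

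On unscaled genes PC1 held 57.6% and PC2 8.74% of the variance, and on genes with a mean FPKM of at least 0.5 38.8% and 18.9%. With 1 library left out PC1 held 32.2 to 36.2% and PC2 15.5 to 19.9%.

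Of the 124 gene results followed over the alternatives, those that lost their call numbered 16 with library GC content, 19 with the replicate block and library GC content, 8 with only the 2 groups compared, 0 to 5 under each of the other alternatives over all libraries, and 2 to 9 with 1 library left out. Without GB3, 6 results gained a call, 1 did without GA3, 1 without CON3 and 1 with only the 2 groups compared. In all, 95 of the 124 kept their direction and call in every setting that tested them. Of these results only WNT6 in GB vs. GA, which was not called, changed its sign. It was −0.049 without GA1, −0.035 without GB3 and up to 0.29 without GB2.

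A correction for the GC content of each gene, alone or with the replicate block, and the trend on gene GC content or transcript length were not run, because no sequence of the annotation used for the table was at hand. DESeq2 was not run because the table holds no counts. The F test over 3 groups has no version with only the 2 groups compared, and the fit without the variance trend was run only for the numbers of DEGs and for the genes that the paper calls. The 9 libraries have similar depth, and what depth limits is the genes of low FPKM, where a value can rest on a few reads.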

Differences from the paper's values

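The scale of group mean FPKM and the alternatives with library GC content or without genes of few reads were chosen only after the data were seen.

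The paper gives 62 DEGs in GA vs. CON, 13 upregulated and 49 downregulated. Here limma called 9, 4 higher and 5 lower. None of the alternatives set before the data were examined brought these 3 numbers within 1.5 times the paper's, and neither did those added later. Of the paper's 62 genes 61 were tested, 61 of them changed in the direction the paper gives, and 4 were called. Some of the others were called under alternatives, 1 in TPM, 3 with median-of-ratios factors, 1 after quantile normalization, 3 with only the 2 groups compared, 1 without CON3, 2 without GB2, 6 without GB3 and 1 without genes of few reads. The last alternative was chosen after seeing the values and dropped 2 of the paper's called genes.

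For GB vs. CON the paper gives 608 DEGs and for GB vs. GA 529, where 504 and 458 were called here, numbers within 1.5 times of each other. Of the paper's genes 564 and 494 were tested, and 450 and 398 were called in the same direction, with 0 in the opposite one. Further genes that the paper calls were called under the alternatives, in GB vs. CON and GB vs. GA respectively, 2 and 1 with a pseudocount of 1, 59 and 50 with a pseudocount of 0.1, 9 and 6 without a filter, 0 and 1 with a filter at 1, 2 and 6 in TPM, 5 and 16 with median-of-ratios factors, 6 and 7 after quantile normalization, 1 and 3 with the replicate number as a block, 0 and 0 without the variance trend and 2 and 3 with only the 2 groups compared. With 1 library left out these numbers were 1 to 22 and 0 to 16. Of the alternatives chosen after seeing the values, library GC content called 9 and 6 further genes of the paper while 343 and 401 of the paper's genes were called in all, the replicate block with library GC content 4 and 9 (271 and 398 in all), and leaving out genes of few reads 0 and 1 (448 and 397 in all).

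On the log2 ratio of group mean FPKM, the paper's log2FC and those computed here had Pearson's r of 0.999 over 600 genes in GB vs. CON, 1.000 over 524 in GB vs. GA and 0.984 over 62 in GA vs. CON, with genes not independent replicates, and the same sign for every gene. The genes with a group at 0, 8 in GB vs. CON and 5 in GB vs. GA, were left out. Of the genes named in the text, 6 differed in GB vs. GA by more than their spread between replicates. The paper's value is 2.50 for PSMB10, against 2.26 here, 2.64 for PNPT1, against 2.57 here, and 2.90 for WARS, against 2.84 here. It is −3.05 for ND4L, against −3.20 here, −2.68 for ND3, against −2.85 here, and −1.19 for COX1, against −1.25 here. Of the alternatives set before the data were examined, TPM and median-of-ratios factors brought PNPT1 (2.60 and 2.65), WARS (2.87 and 2.91) and COX1 (−1.22 and −1.18) to within the spread between replicates of the paper's values. Median-of-ratios factors did so for ND4L (−3.13) and ND3 (−2.78), and no scaling did for PSMB10. With 1 library left out, WARS came within it without GA3 or GB3, PNPT1 without GA2 or GB2, ND3 without GA2, and COX1 without GA3 or GB1, while PSMB10 and ND4L did not without any single library. The pseudocount, the filter and the model do not enter this scale, and quantile normalization was not run on it.

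Some genes that the paper calls and that are named here were not called. In GB vs. CON these were C5H22orf23 (0.82), called without CON3 or without GB3, and ZBTB16 and KDR, whose mean FPKM of 0.410 and 0.172 lies below the filter. ZBTB16 was called without a filter. In GB vs. GA they were ZBTB16 and KDR again, called under no alternative, and LOC112442245 (1.13), LOC112443193 (1.28), TMEM158 (0.69), LOC781001 (0.66), CDH5 (0.68), GAS1 (0.75) and HSPA6 (−0.86), of which HSPA6 was called without GA3 or without GB3. In GA vs. CON they were LOC107132952 (−2.42), TMEM158 (−1.81), ID4 (−1.90) and LOC112445915 (−2.23), each called without GB3 and the last also with only the 2 groups compared. LOC112442245 (−1.37), LOC112443193 (−1.68), LOC112448535 (1.31), LOC781001 (−1.23), GAS1 (−1.04), HSPA6 (0.74) and WNT6 (1.41, adjusted p = 0.0770, limma with Benjamini-Hochberg adjustment) were called in GA vs. CON under no alternative run.

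Figure 4 draws LY6E and WARS in the colour of its legend for downregulated genes. Both were higher in GB here, LY6E with log2FC of 2.13 and 1.91 and WARS with 2.80 and 2.83 in GB vs. CON and GB vs. GA, and the paper's Supplementary Table S4 has both as upregulated. IFNAR1, drawn in the same colour, was lower (−1.16 in GB vs. CON). All 3 were called in both comparisons, over all genes and adjusted over the list alone.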

Other observations

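All tests of explanations in this part were chosen only after the results were seen, except the counts of other splits of the libraries, and the marker and gene lists were fixed in advance.

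Other splits of the libraries were counted for the numbers of DEGs. In GB vs. CON, GB vs. GA and GA vs. CON, 1, 1 and 1 of the 10 splits of the 6 libraries, the real one in each case, gave as many DEGs, and the other splits gave at most 1, 1 and 2. With 10 splits a share under 0.05 cannot be reached, so chance cannot be excluded in this way. For the 4352 genes that differed among the 3 groups, 1 of 100 splits drawn from 280, the real one, gave as many, and the highest other number was 3135, so chance can be excluded there.

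The cells are described as epithelial, and the paper checked them by immunofluorescence of cytokeratin 18. Of 10 epithelial marker genes, 9 could be examined (KRT7, KRT8, KRT18, KRT19, CDH1, CLDN3, CLDN4, OCLN and ESRP1). Their mean FPKM was 0.0233 to 0.361, the highest single value was 0.700, and none passed the filter for testing. KRT18 was at 0.250, 0.410 and 0.160 FPKM in the CON libraries, 0.480, 0.230 and 0.670 in GA and 0.160, 0.640 and 0.250 in GB. The 10 stromal fibroblast markers (VIM, COL1A1, COL1A2, COL3A1, DCN, LUM, PDGFRA, PDGFRB, THY1 and FN1) had mean FPKM of 167 to 8539. Of the 81 values of the epithelial markers, 58 were above 0, which argues against values that failed to be estimated. A candidate explanation is that the libraries hold cells of a stromal fibroblast type. A gain of stromal transcripts by epithelial cells in culture would not by itself explain epithelial markers of at most 0.700 FPKM. Epithelial cells that also lost most of these markers in culture cannot be told apart from stromal cells here. No reference library of either type was used for comparison. Endometrial tissue holds stroma that expresses all 10 of the stromal markers, and mesenchymal cells of other kinds express them too. In genes named after seeing the values, HAND2 was at 70.1 ± 6.15 FPKM (SD, n = 3) in CON, and the epithelial genes PAX8 and KRT80 were at 4.62 ± 0.510 and 7.52 ± 0.124, so not all epithelial genes were near 0. The log2FC of the stromal markers lay between −0.38 and 0.39 over the 3 comparisons. With limma 0 of them were called in any comparison, also when adjusted over the list alone, because none passed the fold-change threshold. In GB vs. CON, GB vs. GA and GA vs. CON, 6, 7 and 3 of them had an adjusted p under 0.05 over all genes, 9, 7 and 3 over the list, and 9, 7 and 3 an unadjusted p under 0.05. Endothelial markers were low, with CDH5 at 1.43 ± 0.364 FPKM in CON the highest of the 6, and of the immune markers CD14 was at 20.2 ± 0.916 and CD68 at 3.56 ± 0.412. With limma 0 endothelial or immune markers were called, over all genes or over each list alone, and 1 had an unadjusted p under 0.05. This was CDH5 in GB vs. GA, whose adjusted p of 0.0395 (limma with Benjamini-Hochberg adjustment) passed while its log2FC of 0.68 did not.

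Genes of few reads made up 44.4% of the DEGs in GA vs. CON (4 of 9). Among all tested genes their share was 2.11% (266 of 12578, Fisher's exact test p = 2.3e-05, with genes not independent replicates). It was 6.75% among the DEGs of GB vs. CON and 5.02% among those of GB vs. GA. Such a gene is at 0 in at least 1 library, which a gene switched off in a group also is, so values that rest on single reads cannot be told apart from a real loss in this way. LEAP2 and CCL4, both of few reads, were above 0 in the 3 CON libraries and in none of the others. After scaling by clean read pairs, the highest CON value was 1.07 times the lowest for LEAP2 and 1.05 times for CCL4. Values this close could each stand for the same small number of reads. Their small spread, and the call of LEAP2 that stayed with each library left out, therefore do not settle the question.

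The CON libraries have a mean GC content of 53.1%, against 52.0% in GA and 52.0% in GB. Within groups, the PC2 score of a library went with its GC content, with a Pearson's r of 0.950 (exact permutation p = 0.0231, adjusted over 3 tests 0.0347, 216 permutations) and a Spearman's rho of 0.950 (exact permutation p = 0.00926, adjusted 0.0278). Without CON2 and CON3, whose GC content lies farthest from their group mean, Pearson's r was 0.901. The spread of libraries along PC2 may therefore go with library composition. GC content was measured on the same reads, so it is open which of these follows the other. Across genes, the slope on library GC content within groups had an r of −0.12 with the GA vs. CON log2FC, among the values of −0.18 to 0.16 that permuted GC contents gave (exact permutation p = 0.227, adjusted 0.227). Whether GC content lies behind the GA vs. CON differences cannot be told apart from an effect of the hormones, because it differs with the group and the r lies among the permuted values. No biological explanation of the GC difference was tested.

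Results of the remaining lists are given as values, and the numbers of genes called were the same when adjusted over a list alone unless stated. The immunoproteasome subunits PSMB8, PSMB9 and PSMB10 were all called higher in GB, with a median log2FC of 4.27 in GB vs. CON and 4.28 in GB vs. GA. PSMB8 is also a node gene of the paper, so this list is not fully independent of it. Of the constitutive subunits PSMB5, PSMB6 and PSMB7 limma called 0 in these comparisons (median log2FC −0.10 and −0.095), with 1 at an unadjusted p under 0.05 in each and 1 at an adjusted one, over all genes or over the list. GA vs. CON had 0 limma calls among the 6 subunits, with 0 at an unadjusted p under 0.05. Of 13 immediate early genes tested, 1, ATF3, was called higher in GB vs. CON (1.19) and in GB vs. GA (1.22), a call lost in GB vs. CON with library GC content as a covariate (log2FC 0.68). For GA vs. CON limma called 0 of them, with 4 at an unadjusted p under 0.05 and 1 at an adjusted one over all genes (3 over the list).

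Of 7 steroid response genes tested, 1, GREB1, was called in GA vs. CON, and 6 had an adjusted p under 0.05 over the list alone, where 1 had one over all genes. In GB vs. CON GREB1 (2.05) and PGR (1.03) were called higher. The PGR value lies near the threshold, and the call was lost with a pseudocount of 1 (0.996), after quantile normalization (0.97), with library GC content (0.95) and without GB3 (0.96). For GB vs. GA limma called 0 of the list, with 2 at an unadjusted p under 0.05 and 2 at an adjusted one, over all genes or over the list. Of 10 tested genes that the introduction names, 5 were called higher in GB vs. CON (OAS1X, OAS1Y, OAS1Z, SLC2A1 and PGR) and 4, all of these but PGR, in GB vs. GA. OAS1X, OAS1Y and OAS1Z are similar genes that may share reads, and their log2FC of 7.76, 7.63 and 7.73 in GB vs. CON are not 3 separate observations. SLC2A1 had a log2FC of 1.17, and 0.99 with library GC content as a covariate, where the call was lost. For GA vs. CON limma called 0 of these genes, with 3 at an unadjusted p under 0.05 and 1 at one adjusted over the list. Of HOXA10, HOXA11, PTGS1 and PTGS2, which the paper measured after DRAM1 interference, limma called 0 in the 3 comparisons, with 1 at an unadjusted p under 0.05 in each. PTGS1 had a log2FC of −0.57 in GB vs. CON (adjusted p = 6.9e-04) and −0.42 in GB vs. GA (adjusted p = 0.00457), both from limma with Benjamini-Hochberg adjustment.

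The 10 genes that the paper calls both in GA vs. CON and in GB vs. GA were chosen by the study on these libraries, so counts over the list alone are not independent evidence. In GB vs. GA 3 of them, ID4 (1.63), LOC107132952 (1.56) and LOC112445915, were called higher here and 1, LOC112448535 (−1.82), was called lower. The call of ID4 was lost with no filter (adjusted p = 0.0602), with the replicate block (adjusted p = 0.0598), with the block and library GC content (adjusted p = 0.0842) and with only the 2 groups compared (adjusted p = 0.0576), all from limma with Benjamini-Hochberg adjustment. It was also lost without any of the GA libraries (1.45 to 1.78) and without GB3 (0.96). The other genes called higher also lost their calls in some settings. The call of LOC107132952 was lost with no filter, with only the 2 groups compared and without GA2 (1.41), GA3 (1.42), GB1 (1.58) or GB3 (1.04). The call of LOC112445915 was lost with no filter, with the block and library GC content, without any of the GA libraries (1.39 to 1.75) and without GB1 (1.69) or GB3 (1.03). The call of LOC112448535 was kept in every alternative run that tested it. Over all genes limma called 0 in GA vs. CON, 10 had an unadjusted p under 0.05, and over the list alone 1 was called higher and 8 lower. For GB vs. CON limma called 0 of them, with 0 at an unadjusted p under 0.05, and their log2FC lay between −1.12 and −0.12.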
